# MBNL1-mediated regulation of differentiation RNAs promotes myofibroblast transformation and the fibrotic response

**DOI:** 10.1038/ncomms10084

**Published:** 2015-12-16

**Authors:** Jennifer Davis, Nathan Salomonis, Natasha Ghearing, Suh-Chin J. Lin, Jennifer Q. Kwong, Apoorva Mohan, Maurice S. Swanson, Jeffery D. Molkentin

## Abstract

The differentiation of fibroblasts into myofibroblasts mediates tissue wound healing and fibrotic remodelling, although the molecular programme underlying this process remains poorly understood. Here we perform a genome-wide screen for genes that control myofibroblast transformation, and identify the RNA-binding protein muscleblind-like1 (MBNL1). MBNL1 overexpression promotes transformation of fibroblasts into myofibroblasts, whereas loss of *Mbnl1* abrogates transformation and impairs the fibrotic phase of wound healing in mouse models of myocardial infarction and dermal injury. Mechanistically, MBNL1 directly binds to and regulates a network of differentiation-specific and cytoskeletal/matrix-assembly transcripts to promote myofibroblast differentiation. One of these transcripts is the nodal transcriptional regulator serum response factor (SRF), whereas another is calcineurin Aβ. CRISPR-Cas9-mediated gene-editing of the MBNL1-binding site within the *Srf* 3′UTR impairs myofibroblast differentiation, whereas *in vivo* deletion of *Srf* in fibroblasts impairs wound healing and fibrosis. These data establish a new RNA-dependent paradigm for myofibroblast formation through MBNL1.

## Abstract (web summary)

Fibroblast-to-myofibroblast differentiation is crucial for wound healing and regeneration. Davis *et al*. describe a new regulatory mechanism underlying myofibroblast differentiation via the RNA-binding protein MBNL1, which promotes the maturation of certain mRNA transcripts that are integral nodes in fibroblast differentiation.

Most forms of cardiac injury and disease elicit a universal wound healing-like process similar to that described in the skin whereby extracellular matrix (ECM) is generated during a fibrotic response to modify the structural characteristics of the tissue^1^,^2^,^3^. After acute myocardial infarction (MI) injury to the heart, a wound-healing response is critical towards maintaining ventricular wall integrity, although in response to longstanding disease states the fibrotic response is pathological where it contributes to worsening cardiac performance and ultimately heart failure^4^,^5^,^6^,^7^,^8^,^9^. The fibrotic response and wound healing are regulated by the myofibroblast, a highly specialized cell type that arises from quiescent tissue-resident fibroblasts or other poorly differentiated epithelial/endothelial cells or select immune cells^2^,^3^. Myofibroblasts then secrete large quantities of ECM and other matricellular proteins within the area of injury, and thereafter bind to and contract this network to mediate tissue remodelling and wound closure^2^,^3^,^5^,^10^. The contractile activity of myofibroblasts is due to induction of genes encoding smooth muscle α-actin (αSMA) and embryonic smooth muscle myosin, among many others^1^,^2^,^3^,^5^.

A fundamental initiator of myofibroblast differentiation is the cytokine transforming growth factor β (TGFβ), which is part of a cytokine milieu that is generated within an injury environment. TGFβ initiates intracellular signalling through both canonical SMAD and non-canonical mitogen-activated protein kinase (MAPK)-p38 kinase signalling^4^,^5^. Although the myofibroblast and fibrosis literature are biased towards canonical TGFβ signalling, there is clearly an extensive network of other molecular regulators in play. These additional regulatory pathways include actin cytoskeleton stress-sensing through the GTPase Rho and downstream effectors such as myocardin-related transcription factors and serum response factor (SRF)^11^, as well as Ca^2+^ signalling mediated by calcineurin^4^. To generate a more comprehensive model of the entire gene network mediating myofibroblast differentiation, we employed a genome-wide gain-of-function screen in quiescent fibroblasts, which identified muscleblind-like1 (MBNL1).

MBNL1 is a highly conserved RNA-binding protein that modulates alternative splicing, alternative polyadenylation, mRNA stability and mRNA localization by directly binding to select transcripts^12^,^13^,^14^. The concept that MBNL1 has selective mRNA targets is consistent with its known role in regulating striated muscle differentiation^15^,^16^,^17^,^18^ and the transition from fetal to matured cardiac muscle^19^,^20^. MBNL1 was also recently shown to negatively regulate the pluripotency of embryonic stem cells by directing alternative splicing of select transcripts^21^,^22^. Indeed, the loss of MBNL1-mediated alternative splicing in skeletal muscle causes the inappropriate expression of fetal transcript variants, resulting in severe pathology reminiscent of myotonic dystrophy^16^,^23^.

Here, we demonstrate that MBNL1 is induced within the fibroblast during an injury response to bind and regulate a selective population of mRNAs that directly programme myofibroblast differentiation. MBNL1 regulated the maturation of the mRNA transcript for SRF and calcineurin Aβ, which increased their apparent activity and augmented myofibroblast differentiation. Indeed, deletion of the MBNL1-binding site in the 3′ untranslated (UTR) of the SRF transcript reduced the efficiency of myofibroblast differentiation.

## Results

### MBNL1 promotes myofibroblast differentiation

To identify novel mediators of myofibroblast differentiation, the Mammalian Genome Collection cDNA library was screened in quiescent SV40-transformed mouse embryonic fibroblasts (MEFs) under serum-reduced conditions with an αSMA promoter-containing luciferase reporter plasmid as a transcriptional readout for myofibroblast transformation (Fig. 1a). Baseline activity was measured in fibroblasts that were transfected with αSMA-luc and an empty plasmid (control), and all values were compared with this basal level of promoter activity. Out of 18,400 cDNAs, less than 1% produced αSMA promoter induction greater or equal to TGFβ stimulation, with one of the highest scoring candidates encoding the gene product MBNL1 (Fig. 1a,b). Another genetic marker of the myofibroblast is periostin (*Postn* gene), which was also induced at the promoter level by MBNL1 (Fig. 1b). To functionally confirm these results, MBNL1 was overexpressed using a recombinant adenovirus (AdMBNL1) in serum-reduced rat cardiac fibroblasts and SV40 transformed MEFs. MBNL1 overexpression or treatment with TGFβ induced 50–60% of the fibroblasts to develop αSMA-positive stress fibres, a marker for myofibroblast transformation, compared with very low levels of background αSMA-expressing fibroblasts using a control β-galactosidase expressing adenovirus (Adβgal; Fig. 1c). MBNL1-expressing cardiac fibroblasts were also able to contract collagen gel matrices similar to TGFβ treatment, demonstrating the acquisition of a contractile myofibroblast phenotype (Fig. 1d).

To determine if MBNL1 is required for fibroblast to myofibroblast transformation, primary MEFs isolated from *Mbnl1*^−/−^ and wild-type (*Mbnl1*^*+/+*^) mice were treated with TGFβ and examined for αSMA stress fibre expression (Fig. 1e,f) and contractile function (Fig. 1g,h). Remarkably, *Mbnl1*^−/−^ MEFs were unable to form αSMA stress fibres or contract a collagen matrix in response to TGFβ (Fig. 1e–h). Reconstituting MBNL1 back into *Mbnl1*^−/−^ MEFs by adenoviral gene transfer restored the ability of these cells to again form myofibroblasts (Fig. 1e,f). Consistent with the interplay between differentiation and proliferation, *Mbnl1*^−/−^ MEFs had a higher rate of proliferation in comparison to wild type, whereas overexpression of MBNL1 limited the proliferation capacity of both *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ MEFs because of the promotion of their differentiated state (Fig. 1i).

### MBNL1-mediated myofibroblast formation in wound healing

The observation that MBNL1 was necessary for myofibroblast differentiation in cultured fibroblasts suggested that this factor might underlie the fibrotic response and wound healing *in vivo*. Immunofluorescent imaging demonstrated that quiescent cardiac fibroblasts express minimal amounts of MBNL1 but that TGFβ treatment significantly increased expression, which was predominantly within the nucleus, similar to the immunofluorescent imaging of AdMBNL1-infected and overexpressing fibroblasts (Fig. 2a). Western blot analysis for MBNL1 also showed strong induction of expression in fibroblasts treated with either TGFβ or a second pro-fibrotic stimulus, angiotensin II (AngII), relative to Adβgal-infected control cultures (Fig. 2b). Full-length gel file of the data in Fig. 2b is also available for inspection (Supplementary Fig. 1).

To directly examine wound healing *in vivo*, we employed a mouse model of MI injury, which induces a fulminant fibrotic response to preserve cardiac ventricular wall integrity. As might be predicted by the *in vitro* results, MI-injured *Mbnl1*^−/−^ mice, which lacked translatable MBNL1 mRNA (Fig. 2c) as previously shown^24^,^25^, had a high rate of mortality because of ventricular wall rupture relative to wild-type littermates (Fig. 2d). Moreover, surviving MI-injured *Mbnl1*^−/−^ mice had a significant reduction in fibrotic scarring as determined by Masson's trichrome staining (Fig. 2e,f), as well as a reduction in ventricular performance and chamber dilation measured by echocardiography (Fig. 2g,h). MI injury also caused induction of MBNL1 mRNA expression in both isolated cardiomyocytes and fibroblasts from these hearts, relative to sham mice (Fig. 2i). Collectively, these data suggest that MBNL1 is a critical factor underlying the acute wound-healing process, as loss of this gene product renders mice more susceptible to ventricular wall rupture and greater cardiomyopathy in surviving mice, consistent with impaired myofibroblast differentiation.

We also employed a dermal injury model in the mouse to address whether MBNL1 might underlie a more universal wound-healing response through its ability to regulate myofibroblast differentiation. *Mbnl1*^−/−^ and *Mbnl1*^*+/+*^ mice were given two adjacent 6 mm dermal punch biopsies, and wound size was analysed over a period of 6 days. Wild-type mice showed a progressive closure to ∼80% by the end of 6 days, whereas *Mbnl1*^−/−^ mice had a significant delay in wound healing, achieving only 40% closure (Fig. 2j,k). At the midpoint of the acute wound-healing response, we found that MBNL1 expression was strongly upregulated in the border zone of the injured skin (Fig. 2l). The border zone was also analysed for the presence of myofibroblasts using immunofluorescent imaging of αSMA (red) and a marker for endothelial cells (green), which showed that *Mbnl1*^−/−^ mice had negligible numbers of myofibroblasts relative to their wild-type littermates (Fig. 2m,n). These results suggest that MBNL1-mediated differentiation is vital to heart and dermal wound healing through myofibroblast formation.

### Fibroblast-specific MBNL1 overexpression induces fibrosis

Levels of MBNL1 correlate with the degree to which this factor mediates mRNA maturation and alternative splicing *in vivo*^14^,^26^. To specifically address if MBNL1 underlies a myofibroblast differentiation phenotype *in vivo*, we engineered a conditional transgenic (TG) mouse model in which expression of MBNL1 can be increased by Cre-dependent recombination (Fig. 3a). In cultured dermal fibroblasts isolated from conditional MBNL1 TGs, we observed that this LoxP-dependent MBNL1 transgene was effectively induced after adenoviral Cre (AdCre) infection (Supplementary Fig. 2a). AdCre-infected MBNL1 TG dermal fibroblasts also became strongly positive for αSMA stress fibres, whereas fibroblasts infected with the control Adβgal were negative (Supplementary Fig. 2b).

To achieve MBNL1 expression in quiescent fibroblasts *in vivo*, conditional MBNL1 TG mice were mated to mice containing a tamoxifen inducible MerCreMer (MCM) cassette inserted within the *Tcf21* locus (*Tcf21*^*MCM*^, ref. 27). Tamoxifen was given at weaning (Fig. 3a) and 1-month later cardiac fibroblasts were isolated from MBNL1 TG-*Tcf21*^*MCM*^ hearts to determine the level of MBNL1 overexpression (Supplementary Fig. 2c,d). With four additional months of continuous tamoxifen treatment (to prevent a proliferation selection bias), MBNL1 TG-*Tcf21*^*MCM*^ mice developed perivascular fibrosis in the heart, as well as interstitial fibrosis in the kidneys and lung (Fig. 3b). At this time point the heart, kidney and lung were ∼8%, ∼14% and ∼15% fibrotic because of MBNL1 overexpression within the fibroblasts of these organs, respectively (Fig. 3b,c). In comparison, non-TG *Tcf21*^*MCM*^ mice (NTG-*Tcf21*^*MCM*^) had minimal fibrotic staining. These results indicate that induction of MBNL1 expression in quiescent tissue-resident fibroblasts induces a fibrotic response likely by initiating myofibroblast differentiation that mimics the injured state.

Although fibroblast-specific expression of MBNL1 elicited a fibrotic response in multiple tissues that progressed with age, we hypothesized that this response was likely muted given a lack of cytokine and stress-dependent co-stimuli. To examine this hypothesis, MBNL1 TG-*Tcf21*^*MCM*^ and NTG littermates were given 2 weeks of tamoxifen and then subjected to a chronic fibrotic stimulus in which a mixture of AngII and phenylephrine (PE) were delivered by osmotic mini-pump for 2 weeks. Immediately after pump removal, the hearts were excised and fibrosis was determined by Masson's trichrome staining (Fig. 3d,e). The fibrotic area of MBNL1 TG-*Tcf21*^*MCM*^ hearts was doubled in comparison to control littermates that were also treated with AngII/PE (Fig. 3d,e), providing evidence that the overexpression of MBNL1 facilitates fibroblast differentiation and tissue fibrosis.

### MBNL1 regulates RNAs associated with differentiation

To elucidate the potential mechanism whereby MBNL1 programmes myofibroblast differentiation, we analysed the expression of polyadenylated transcripts by total genome RNA sequencing (RNAseq) from *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ MEFs that were infected with AdMBNL1, Adβgal (negative control) or treated with TGFβ (positive control for myofibroblast differentiation; Supplementary Fig. 3a). Similar to TGFβ treatment of *Mbnl1*^*+/+*^ MEFs, adenoviral overexpression of MBNL1 produced a fivefold increase in MBNL1 expression without impacting expression of MBNL2 or MBNL3, as well as induced expression of key fibroblast-differentiation-specific genes (Supplementary Fig. 3b,c). The mRNAseq analysis revealed that *Mbnl1*^−/−^ MEFs had a profile of reduced differentiation-related genes, independent of TGFβ treatment (Supplementary Fig. 3a). Consistent with the functional implications of these observations in *Mbnl1*^−/−^ MEFs, MBNL1 overexpression in wild-type MEFs induced or increased expression of genes underlying differentiated organ function, organ morphogenesis, Cdc42 GTPase activity, ECM regulation and many other functional categories suggestive of enhanced cellular differentiation (Supplementary Fig. 3a). We were surprised to observe that only a few upregulated gene clusters were shared by both TGFβ-treated and AdMBNL1-infected MEFs, suggesting that MBNL1 and TGFβ treatment rely on a small set of similar mechanisms for enhancing a profile of differentiation-specific gene expression in fibroblasts (Supplementary Fig. 3a).

To identify RNAs that are directly regulated by MBNL1, RNA immunoprecipitation (RIP) assays were performed as illustrated in Fig. 4a. 

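RIP recovers the RNAs attached to a protein by capturing that protein with an antibody, and input is the RNA of the same lysate before capture. The data cover 10 libraries from rat cardiac fibroblasts collected 36 h after adenoviral infection. Fibroblasts infected with Adβgal gave 2 control RIP libraries and 1 control input library. Fibroblasts infected with AdMBNL1-Flag gave 2 MBNL1 RIP libraries and 2 MBNL1 input libraries. AdMBNL1-Flag together with TGFβ gave a further 2 RIP libraries and 1 input library, which the text of the paper does not report. Replicates are numbered 1 and 3, and both numbers occur in each RIP group. The authors aligned paired-end reads of 100 nt to rat genome version 5 with TopHat2, obtained gene values with AltAnalyze, and deposited counts and RPKM (reads per kb of gene, scaled by the library total) for 19501 Ensembl gene identifiers. Strand use in the counting is not stated in the text, and neither is the handling of reads that align to several places. The identifiers are not paired with gene symbols in the files, so genes are given by identifier. The methods state 40000000 reads per library, and the deposited counts sum to more. The control RIP totals were 216371236 for replicate 1 and 308687189 for replicate 3. The MBNL1 RIP totals were 248990223 and 279477737, in the same order. The MBNL1 and TGFβ RIP totals were 297764893 and 182651493. The MBNL1 input totals were 237430132 and 241203665. The control input total was 268423654 and the MBNL1 and TGFβ input total was 343434590. All values use these deposited totals unless another total is named. The same 3 identifiers held between 83.4% and 90.4% of the counts of each library, and the counts on all other identifiers summed to between 23215826 and 42115059. In the smallest library, 3 counts corresponded to 1.64e-06% of the total, the smallest level taken as detectable there, and this covers counting error only. Replicates within a group were distinct libraries, since their counts differed by far more than sampling noise (chi-square per degree of freedom of 50.7 or more in each pair). From the deposited RPKM, the FPKM rule of the paper was applied to the group means. From the deposited counts, RIP groups were compared with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment over all 6 RIP libraries. The choice of library size matters here, because RPKM is scaled by totals that the 3 identifiers dominate, whereas TMM centres most genes on no change.

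**Figure D1:**
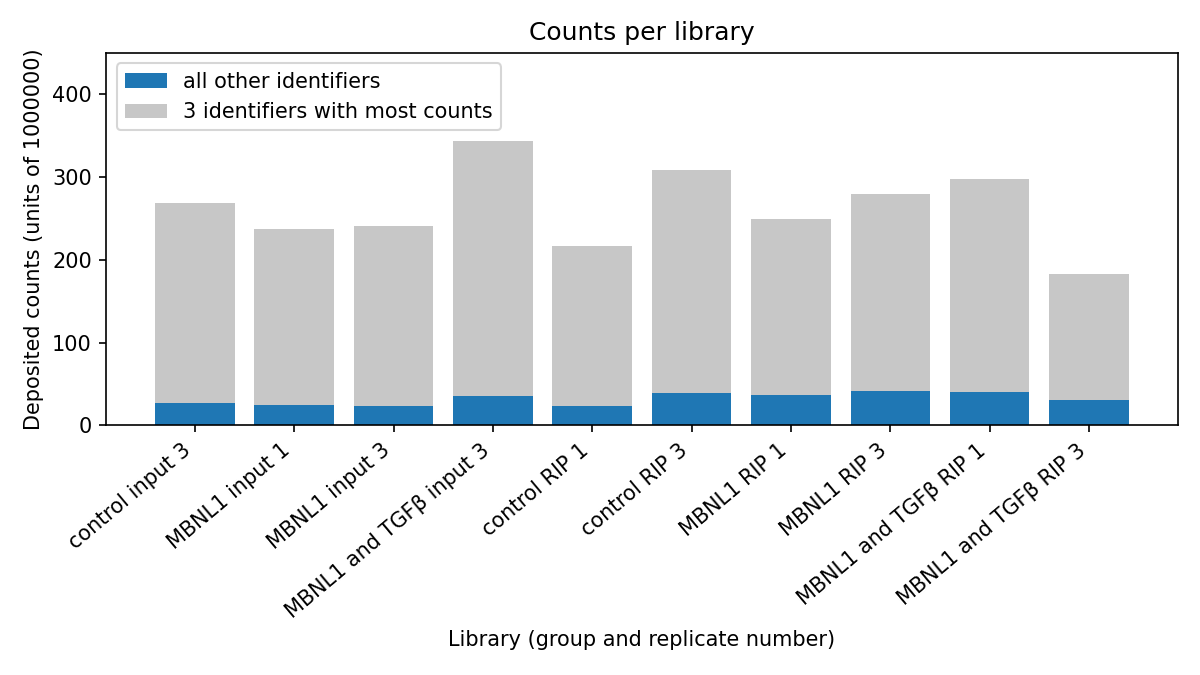
Deposited counts per library, in units of 1000000. Each bar is 1 library, grey is the part on the 3 identifiers with most counts and blue is the part on all other identifiers. The grey part is between 83.4% and 90.4% of each bar.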

Rat cardiac fibroblasts were infected with Adβgal (control) or a Flag epitope-tagged AdMBNL1 construct (AdMBNL1-Flag) and Flag antibody resin was used to immunoprecipitate all RNAs that bound to MBNL1, followed by RNAseq analysis. 

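In the deposited RPKM table, 3956 genes in MBNL1 RIP replicate 1 and 3972 in replicate 3 had an RPKM of at least 1. The corresponding numbers were 1936 and 2589 in the control RIP, and 1833 and 1590 in the MBNL1 input. The control input library had 1694. Averaged over both MBNL1 RIP libraries, 3985 genes reached an RPKM of 1. Each RPKM value above 0 counts equals the count plus 1, divided by gene length and library total. A gene with 0 counts carries a small constant in its place, so no fold is divided by 0. Over the 3985 genes, the median fold of the MBNL1 RIP over the control RIP was 2.03, or 1.02 on the log2 scale, and 90.2% of the genes were above 1-fold. The median log2 fold differed between replicates, at 1.42 for replicate 1 over replicate 1 and 0.73 for replicate 3 over replicate 3. It was 1.38 for MBNL1 RIP replicate 3 over control RIP replicate 1, and 0.83 for MBNL1 RIP replicate 1 over control RIP replicate 3. The difference thus followed mainly the control RIP library used.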

RNA targets with FPKM (fragments per kb of exon per million fragments) values ⩾ 1 in the MBNL1 RIP were selected and ranked by fold enrichment relative to control RIP FPKM scores. In this grouping, there were 2,461 transcripts that bound to MBNL1 that were enriched by 3- to 600-fold and several of them were previously reported as MBNL1-regulatory targets, such as MBNL1, Ptbp1, Fosl2, Ddx6, Pdlim5, Nfix, Hdac5, Usp14, Cnbp, Papola, Dnajb6, Fn1, Bgn, Gtpbp4, Itga6, Ato2a, Fnip1 and CD47 (refs 14, 21, 22, 28). These ∼2,500 transcripts were also subjected to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis that identified chemokine signalling, TGFβ signalling, MAPK signalling, actin cytoskeleton, focal adhesion, adheren junctions and cell cycle regulation (Fig. 4b). 

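With the mean RPKM of 2 libraries per group, 1104 genes had an RPKM of at least 1 in the MBNL1 RIP and a fold of at least 3 over the control RIP. These were 27.7% of the 3985 genes that reached the RPKM minimum. Their folds ran from 3.00 to 598, with a median of 4.24. A fold of at least 5 was reached by 385 genes, of at least 10 by 87 and of at least 100 by 8. In 2 of the 1104 genes both control RIP libraries held 3 counts or fewer. Their folds rest on control values at or under the detectable level and may be too high or too low. The count varied with the replicates used, from 730 to 1714 with 1 library left out at a time, and was 626 when the fold had to be at least 3 in each of the 2 same-numbered pairs. Over the other alternatives that changed 1 setting it ran from 200 with a pseudocount of 1 RPKM to 3240 with an RPKM minimum of 0.1. In edgeR's quasi-likelihood test on the counts of 13748 genes, 256 genes were higher and 87 lower in the MBNL1 RIP than in the control RIP at a Benjamini-Hochberg adjusted p-value under 0.05. Of the 1104 genes that passed the rule, 115 were among the 256. This fit pooled its spread over all RIP libraries. The replicate SD in log2 was 0.42 in the MBNL1 and TGFβ RIP, 0.26 in the MBNL1 RIP and 0.28 in the control RIP. With only the 4 libraries of the 2 groups compared, 775 of 13080 genes were higher and 384 lower. Of these 775, 348 passed the rule, so the count of 115 depends on which libraries enter the fit. With all RIP libraries and library size alone in place of TMM, 2437 genes were higher and 46 lower. The median log2 fold change of all tested genes then moved from 0.07 to 1.10. With the replicate number as a block, 850 genes were higher and 540 lower. Same-numbered libraries deviated from their group means together to a small degree (correlation across genes of 0.19 between the control RIP and the MBNL1 RIP), which is the check on that pairing. The largest fold belonged to ENSRNOG00000014964, at 9.60 ± 7.76 RPKM (SD, n = 2) in the MBNL1 RIP and 0.0161 ± 0.0186 RPKM (SD, n = 2) in the control RIP. Its counts were 5415 and 1654 in the MBNL1 RIP, and 0 and 12 in the control RIP. Its log2 fold change was 8.35 (approximate standard error 1.02, adjusted p = 0.0183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The approximate standard errors are the log2 fold change divided by the square root of the F statistic of that test, and do not measure the spread between libraries. With 1 library left out at a time, the log2 fold change ran from 7.16 to 9.02 in the fits that kept control RIP replicate 3, and the remaining control RIP library held 0 counts. Of the identifiers with an edgeR adjusted p-value under 0.05 and an RPKM of at least 1 in both MBNL1 RIP libraries, ENSRNOG00000022611 had the next largest log2 fold change, at 2.17 ± 0.0525 RPKM (SD, n = 2) in the MBNL1 RIP and 0.00564 ± 0.000688 RPKM (SD, n = 2) in the control RIP, where it held 4 and 5 counts. Its log2 fold change was 7.84 (approximate standard error 0.75, adjusted p = 0.0103 from the same edgeR test). Both identifiers were also higher in the MBNL1 input than in the control input, by 26.2-fold and by at least 20.4-fold, the latter against 3 counts in the control input. From the enrichment over the control RIP, the paper counts such transcripts as bound to MBNL1.

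**Figure D2:**
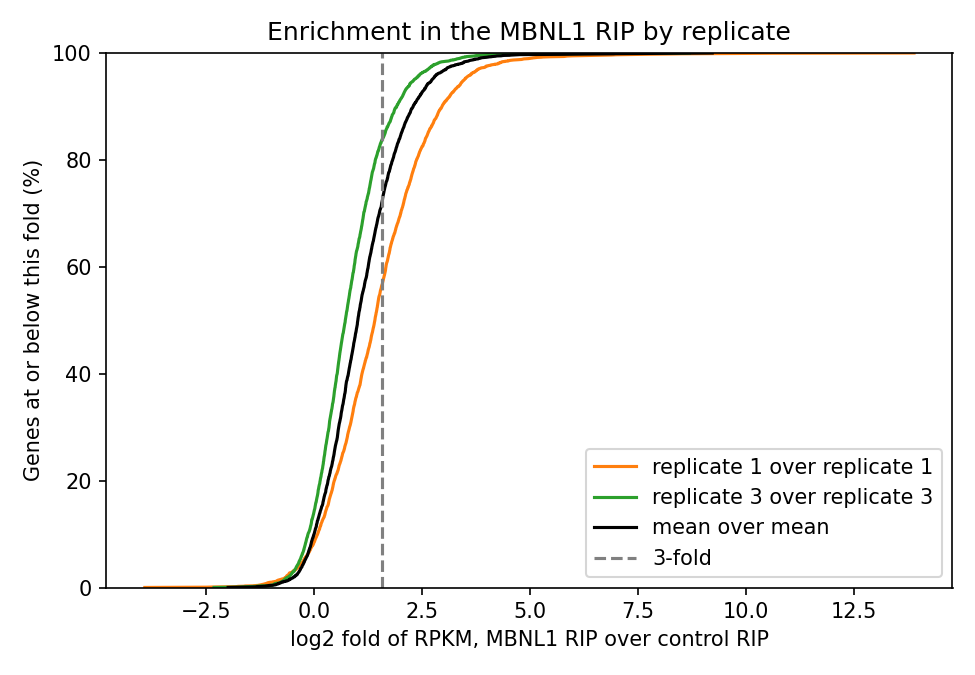
Cumulative percent of the 3985 genes with a mean RPKM of at least 1 in the MBNL1 RIP against the log2 fold of RPKM, MBNL1 RIP over control RIP. Lines are the fold of the group means (black) and of each same-numbered pair of libraries, and the dashed line is 3-fold. The median is 1.42 for replicate 1 and 0.73 for replicate 3.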

Several of these pathway clusters including TGFβ signalling (Supplementary Fig. 4), MAPK signalling (Supplementary Fig. 5), actin cytoskeleton regulation (Supplementary Fig. 6) and focal adhesions (Supplementary Fig. 7) have been previously identified as dominant activators of myofibroblast differentiation and each had an enriched number of mRNAs that immunoprecipitated with MBNL1.

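Upregulation in the input was read from the mean RPKM of the 2 MBNL1 input libraries and the RPKM of the 1 control input library. There is no replicate of the control input, so these folds have no replicate check and no p-value. The paper filters on FPKM above 1 and its text does not name the fold for upregulation, so a fold of at least 2 was used. Of 1713 genes above an RPKM of 1 in the MBNL1 input, 79 reached this fold. Their median fold was 3.10 and the largest was 73.6. When each MBNL1 input library had to be 2-fold above the control input, 33 genes remained. The control input is replicate 3, and the count depends on which MBNL1 input library is set against it, with 43 genes from MBNL1 input replicate 3 alone and 174 from replicate 1 alone. Of the 79 upregulated genes, 67 also met the RPKM minimum and 3-fold enrichment in the MBNL1 RIP over the control RIP, which is 84.8% (95% Wilson interval from 75.3% to 91.1%). The interval treats genes as independent and leaves out error between libraries. With 1 library left out at a time, the share ran from 67.1% to 87.3%. Among all 1713 genes the share was 18.4%. In 10000 random lists matched on mean input RPKM, the median list held 17 such genes and the highest held 30. The RIP folds are not corrected for the higher input level of the upregulated genes. After each RIP fold was divided by the input fold, 13 of the 67 genes remained 3-fold enriched. Their selection for a high input fold fixes part of this fall, so the overlap cannot separate binding from higher abundance. Of the 12 upregulated genes that did not pass, 2 were under an RPKM of 1 in the MBNL1 RIP and 3 had a lower RPKM in the MBNL1 RIP than in the control RIP. Their RIP folds ran from 0.355 to 2.89. The share was lowest, at 17.7%, when a gene had to be higher in the MBNL1 RIP at an edgeR adjusted p-value under 0.05.

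**Figure D3:**
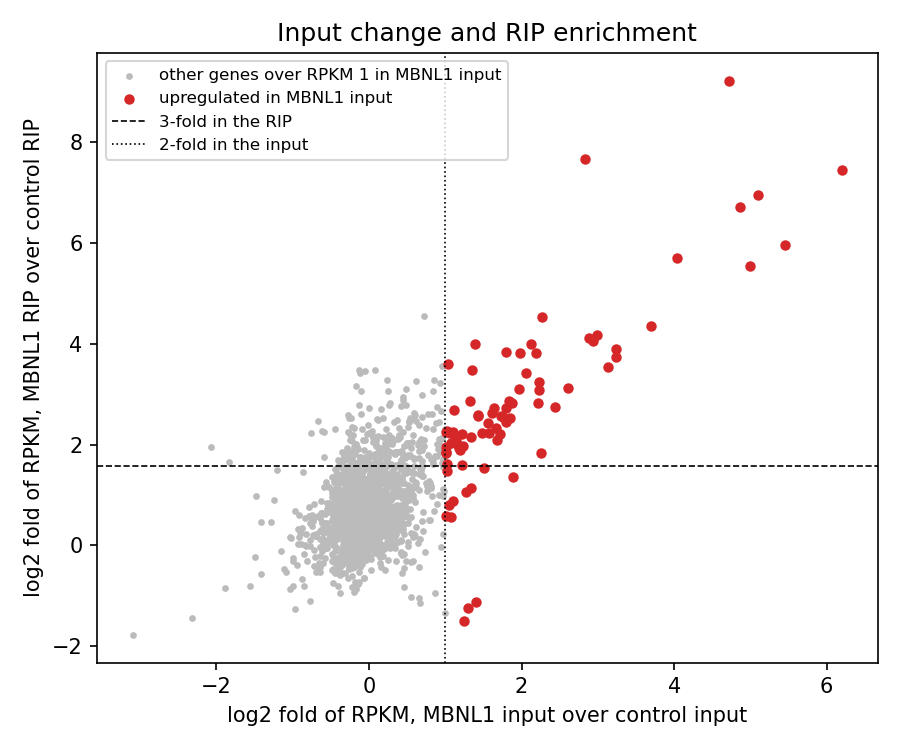
Each point is 1 of the 1713 genes above an RPKM of 1 in the MBNL1 input. The x axis is the log2 fold of RPKM in the MBNL1 input over the control input, and the y axis is the log2 fold in the MBNL1 RIP over the control RIP. The 79 upregulated genes are red, and 67 of them pass the rule for bound.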

In comparing MBNL1-bound transcripts (MBNL1 Rip-Seq) to upregulated genes from the input (MBNL1 OE Upregulated), only 77 genes were overexpressed, but remarkably all except three of those genes are bound by MBNL1 (Fig. 4c and Supplementary Data 1). We also analysed the MBNL1 RIP for alternative splice variants and found 965 genes in the MBNL1 input (MBNL1 OE Alternative Splicing) but only ∼20% of bound MBNL1 transcripts were alternatively spliced (MBNL1 Rip-Seq, Fig. 4c, left panel, and Supplementary Data 1). Given MBNL1's role in binding 3′ UTRs^17^ and regulating alternative polyadenylation sites^26^ the overlap between MBNL1-bound transcripts and those with alternative polyadenylation was also examined (Fig. 4c, right panel, and Supplementary Data 1). Out of 192 transcripts that had alternative polyadenylation sites in the MBNL1 input (MBNL1 OE upregulated Alternative PolyA), MBNL1 bound half of them. Interestingly 8% of the genes with alternative polyadenylation were also upregulated and all bound to MBNL1 (Fig. 4c, right panel) suggesting a potential transcript stability component to MBNL1-dependent transcript maturation^17^,^26^. Bioinformatics analysis was used to compare the MBNL1-bound targets from our RIPseq analysis against published MBNL1-binding sites by CLIPseq, which was filtered by binding site location (3′UTR, intronic or exonic, Supplementary Table 1). This analysis showed that ∼17% of the MBNL1 messages (with known binding sites) are intronic, whereas 40% are in exons and 35% are in the 3′UTRs indicating that there is a higher probability of MBNL1 binding to spliced RNAs rather than being a splicing effector.

### Validation of MBNL1 target RNAs in myofibroblasts

The RIP data identified mRNA targets corresponding to several signalling nodes that positively influence myofibroblast differentiation (Fig. 4b and Supplementary Figs 4-7). We used reverse transcriptase–PCR (RT–PCR) to validate individual transcripts from these nodal pathway regulators, such as calcineurin Aβ (CnAβ), SRF and the TGFβ receptor 2 (TGFβR2; Fig. 4d and Supplementary Table 2). TGFβ receptor 1 (TGFβR1) was not regulated by MBNL1 in our RIP or RNAseq analysis and that was reconfirmed by RT–PCR (Fig. 4d and Supplementary Table 2). In addition, MBNL1 immunoprecipitated several mRNAs that were identified by RNAseq involved in actin cytoskeletal assembly and focal adhesions including Rho-associated coiled–coil containing protein kinase 2 (Rock2), catenin-cadherin-associated protein-alpha 1 (α1catenin) and several Rho guanine nucleotide exchange factors (Arhgef11 *shown here*) as well as SRF, which were all reconfirmed here (Fig. 4d and Supplementary Table 2). These observations are also consistent with previous work demonstrating that Rho-signalling and the cytoskeleton are major pathways affected by MBNL1-mediated polyadenylation^26^. MBNL1 can also directly bind fibronectin (*Fn1*) as well as the splice variant (FnEDa) characteristic of myofibroblast transformation^14^, which was recapitulated here (Fig. 4d and Supplementary Table 2). In performing a cross analysis of our RIPseq data with published CLIPseq data (Supplementary Table 1), we observed a conserved binding site in fibronectin's 3′UTR suggesting that MBNL1 likely modulates all fibronectin message variants equally.

MBNL1 RIP target RNAs were also analysed by Gene Ontology biological networks and there was a clear enrichment in differentiation and developmental processes similar to the total RNAseq gene expression profile described earlier. These processes included vasculature development, regulation of development, cardiovascular system development, regulation of cell migration, tube development and epithelial-to-mesenchymal transition, in addition to strong enrichment in signatures of late mesoderm-associated genes. These MBNL1-bound transcripts included SRF, Twist1, FoxO3, Runx1, Cxcl12 and Il6st, which were all validated and quantified by RT–PCR here (Fig. 4e and Supplementary Table 2).

We have previously shown the requirement for TGFβR2, SRF and CnAβ in fibroblast to myofibroblast differentiation^4^, although here we investigated the regulation of these transcripts directly by MBNL1. CnAβ is alternatively spliced to a known variant, CnAβ1 (Fig. 4d), that was previously shown to be constitutively active^29^. TGFβR2 and SRF transcripts were both bound by MBNL1 and upregulated (Fig. 4d), which we hypothesized was due to increased message stability. To test this hypothesis directly, cardiac fibroblasts were treated for 4 h with the transcription-inhibitor actinomycin-D (Act.D), and then RT–PCR was performed to measure transcript decay relative to untreated fibroblasts (Fig. 4f). In fibroblasts infected with the Adβgal control, Act.D caused both TGFβR2 and SRF transcript levels to decay (Fig. 4f). By contrast, TGFβR2 and SRF transcript levels were maintained in fibroblasts overexpressing MBNL1 with Act.D, suggesting that MBNL1 was indeed stabilizing these transcripts (Fig. 4f). Indeed, an Act.D time-course experiment over 8 h again showed that both TGFβR2 and SRF transcripts decayed under control conditions but that MBNL1 overexpression maintained these levels (Fig. 4g,h). Together, these data demonstrate that MBNL1-mediated RNA stabilization can selectively regulate transcripts that have a pro-differentiation function in myofibroblasts.

### MBNL1 controls CnAβ mRNA in myofibroblast differentiation

As discussed above, RNAseq profiling and RIP identified CnAβ and an alternatively spliced variant CnAβ1 as MBNL1 targets in differentiated fibroblasts, suggesting that calcineurin might be a prominent mechanism for MBNL1-mediated myofibroblast differentiation. Cardiac fibroblasts treated with TGFβ or infected with AdMBNL1 have increased expression of the constitutively active spliced CnAβ1 isoform by RT–PCR (Fig. 5a), but also a nearly equivalent increase in mRNA levels of the native CnAβ spliced form (Fig. 5b,c). This increase in CnAβ mRNA-spliced forms was also observed in cardiac fibroblasts taken from wild-type mouse hearts after MI injury, but interestingly, this increase did not occur from *Mbnl1*^−/−^ mice after MI (Fig. 5d). As another read-out for calcineurin activity, we investigated nuclear factor of activated T cells (NFAT) transcriptional responsiveness in MBNL1 overexpressing versus control fibroblasts (Adβgal), which showed a sixfold induction with AdMBNL1 (Fig. 5e). Moreover, AdMBNL1 infection in *Ppp3r1* (calcineurin B1) null MEFs, which are devoid of all calcineurin function^30^, were unable to induce myofibroblast differentiation (Fig. 5f). In a converse experiment, overexpression of a constitutively active calcineurin mutant (AdΔCnA^31^) in *Mbnl1*^−/−^ MEFs transformed ∼70% of the fibroblast population into myofibroblasts similar to the level of conversion achieved in *Mbnl1*^*+/+*^ MEFs, demonstrating that calcineurin functions downstream of MBNL1 to promote myofibroblast differentiation (Fig. 5g,h). Finally, we also examined this hypothesis *in vivo* by examining if activated calcineurin can rescue the dysfunctional wound healing observed in *Mbnl1*^−/−^ mice (Fig. 2j,k). Here the adenovirus carrying ΔCnA was topically applied to one of two skin wounds, whereas the contralateral wound received an innocuous Adβgal control adenovirus, immediately after the biopsy^4^. Six days later, AdΔCnA treatment significantly accelerated the rate of wound closure in *Mbnl1*^−/−^ mice, whereas the Adβgal-treated wounds still had defective closure rates (Fig. 5i). Collectively, these data demonstrate that maturation of calcineurin mRNAs by MBNL1 is at least one key mechanism for myofibroblast differentiation.

### MBNL1 regulates SRF mRNA in myofibroblast differentiation

The RNAseq profiling and RIP also identified SRF as an MBNL1 target. Remarkably, SRF mRNA levels are induced in cardiac fibroblasts from wild-type mice after MI injury, but not in *Mbnl1*^−/−^ mice, suggesting that MBNL1 can regulate SRF mRNA during a disease insult (Fig. 6a). Indeed, AdMBNL1 infection in cardiac fibroblasts increased the expression of all known SRF splice variants as determined by RT–PCR (Fig. 6b). Previous work has defined SRF as a nodal regulator of myofibroblast differentiation that receives upstream signalling information from Rho and the actin cytoskeleton, as well as non-canonical TGFβ signalling through p38 (refs 4, 32, 33, 34). Thus, we examined if enhanced SRF expression could rescue the impaired capacity of *Mbnl1*^−/−^ MEFs to differentiate. As shown in Fig. 1e, *Mbnl1*^−/−^ MEFs are refractory to TGFβ-induced myofibroblast differentiation, but this defect was rescued to wild-type levels by Adenovirus encoding SRF (AdSRF) infection (Fig. 6c). In the converse experiment, MEFs devoid of SRF (*Srf*^fl/fl^+AdCre) were refractory to MBNL1-mediated myofibroblast differentiation when compared with MEFs replete with SRF (*Srf*^fl/fl^+ Adβgal), suggesting that SRF is also a critical downstream mediator of MBNL1-directed differentiation, and that the ability of MBNL1 to augment SRF transcript stability is another critical mechanism for myofibroblast differentiation regulated through MBNL1 (Fig. 6d).

Recent evidence has suggested that 60% of MBNL1 binding is in a transcript's 3′UTR^17^ where it can regulate transcript stability and alternative polyadenylation^26^. To probe more deeply into the mechanism whereby MBNL1 regulates myofibroblast differentiation through SRF, we used clustered regularly interspaced short palindromic (CRISPR) technology to generate a fibroblast cell line in which the 3′ UTR encoding region of the *Srf* gene was mutated so that the transcript no longer bound MBNL1. RBPmap software was first used (see Methods) to map potential MBNL1-binding sites in the 3′UTR of SRF, followed by CRISPR-Cas9 gene editing to delete putative sites (*Srf*^*MBNL*^ CRISPR). A control cell line that contains an innocuous green fluorescent protein (GFP) cassette with Cas9 was also used for comparison. Of the predicted binding sites, five of them had sequences consistent with those identified as preferred MBNL1 targets^35^. Therefore, we chose to individually mutate each of these sites and found that only one worked exceptional well (Fig. 6e, upper diagram). Remarkably, RIP analysis from the CRISPR mutated fibroblast cell line, transfected with MBNL1, showed a loss in MBNL1 binding to the SRF transcript when the critical 3′UTR MBNL-binding site in the *Srf* gene was mutated, compared with a Cas9-GFP control cell line that had a wild-type *Srf* gene (Fig. 6e–g, bottom panel). As a control, MBNL1 binding to its own mRNA (this is known to occur) was not changed in these same samples. Mutation of this MBNL1-binding site in the *Srf* 3′UTR also reduced SRF mRNA levels at baseline (see SRF input lanes, Fig. 6e), and because this result is consistent with a trend towards reduced SRF mRNA in *Mbnl1*^−/−^ cardiac fibroblasts (Fig. 6a), we interpret this reduction to reflect an autonomous role for MBNL1 in regulating SRF mRNA stability and not some other destabilizing effect of the mutation. In an independent experiment, SRF expression again showed a reduction in the *Srf*^*MBNL*^ CRISPR cell line at baseline when compared GFP-Cas9 control cell line at time 0 (Fig. 6h). After 4 h of inhibiting transcription with Act.D, MBNL1 stabilized the SRF transcript in control fibroblasts but not in *Srf*^*MBNL*^ CRISPR mutant cell line with MBNL1 overexpression, suggesting that disruption of the MBNL1-binding site in SRF's 3′UTR prevented MBNL1-mediated stabilization of this transcript (Fig. 6h). As a functional readout, ablating this MBNL1-binding site in the endogenous *Srf* gene reduced both MBNL1- and TGFβ-mediated myofibroblast transformation of this cell line by approximately half (*Srf*^*MBNL*^ CRISPR+MBNL1 or TGFβ) when compared with control fibroblasts (GFP-Cas9; Fig. 6i).

To examine the potential importance of SRF in mediating the cardiac fibrotic response after MI injury or with skin wounding *in vivo*, we used *Srf-LoxP*-targeted mice crossed with either the *Tcf21*^*MCM*^ or the *Postn*^*MCM*^ knock-in alleles. Deletion of *Srf* from cardiac fibroblasts with *Tcf21*^*MCM*^ resulted in 100% lethality following our standard MI injury model, because of ventricular wall rupture from a lack of proper fibrosis and scar formation. Hence, we employed a modified MI procedure in which the left coronary artery was ligated further down the heart resulting in smaller infarctions that did not rupture as frequently in the *Srf*^*Tcf21-MCM*^ mice (Fig. 6j). Under these conditions, *Srf*^*Tcf21-MCM*^ mice showed almost a fourfold reduction in scar size and ensuing fibrosis over 10 days compared with control mice, as well as a significantly worse profile of ventricular fractional shortening (Fig. 6j). Because TCF21 is not expressed in skin fibroblasts, we switched to a *Postn*^*MCM*^ knock-in allele-containing mouse, which expresses the same tamoxifen inducible Cre protein (MerCreMer, MCM). Loss of *Srf* from activated skin fibroblasts not only prevented wound healing over 6 days, but also it caused wound rupture and expansion (Fig. 6k,l). Thus, SRF activity in fibroblasts is critical for wound healing and fibrosis *in vivo*.

## Disscussion

The results of this study identified a new regulatory mechanism underlying myofibroblast differentiation/mesenchymal transition, whereby MBNL1 promotes the maturation of selective transcripts that serve as integral nodes in the molecular pathways orchestrating myofibroblast differentiation and wound healing. MBNL1 expression, which is normally low in uninjured tissue and quiescent fibroblasts, becomes induced in fibroblasts in response to signals from the injured environment. With upregulation, MBNL1 then binds thousands of transcripts, most of which are easily parsed into selected signalling pathways that are consistent with myofibroblast differentiation, or differentiation in general. These pathways include canonical TGFβ signalling, non-canonical TGFβ signalling through p38 MAPK, classical MAPK signalling, Ca^2+^-calcineurin-NFAT signalling, actin cytoskeletal regulation (focused on Rho GTPase-ROCK-SRF) and focal adhesion regulation (Fig. 7). Importantly, Fig. 7 only shows genes from the discussed pathways that are specifically bound by MBNL1 in our RIPseq data.

As a direct mechanism, we determined that MBNL1 could bind the target RNAs CnAβ and SRF in augmenting myofibroblast differentiation. Indeed, we have previously shown that calcineurin activity is required for myofibroblast differentiation and for *in vivo* cardiac and dermal wound healing^4^. MBNL1 also increased the expression of the transcription factor SRF, a primary initiator and nodal regulator of myofibroblast gene expression^4^,^32^,^33^,^34^. Mechanistically, we were able to show that MBNL1 directly bound to the SRF transcript and that site-directed mutagenesis of this binding site within a fibroblast cell line reduced the ability of MBNL1 to augment endogenous SRF expression and subsequent myofibroblast differentiation.

Bioinformatic analysis of MBNL1-bound transcripts also revealed a clustering of genes associated with the ECM, focal adhesions, collagens, fibronectin, integrins and other differentiation-regulating pathways. Although not directly tested, one could envision that greater translation of these transcripts would be paramount to scar formation and retaining tissue integrity during wound healing. There is a growing body of evidence implicating MBNL1 as a master regulator of cellular differentiation through its ability to regulate select RNA transcripts during developmental transitions in skeletal and cardiac muscle^18^,^19^,^20^,^36^, pluripotency of embryonic stem cells^21^,^22^ and now fibroblast to myofibroblast transformation. Specifically, during cardiac development, MBNL1 promotes alternative splicing that is critical for facilitating fetal to adult isoform transitions for several Ca^2+^ handling, contractile and ECM proteins^20^,^37^. These protein isoform transitions are vital for enhancing the differentiated state of the myocyte towards accommodating the increased workload demands of the adult heart^20^. Similarly, in skeletal muscle, several known MBNL1 targets encode for critical structural and contractile proteins, and when MBNL1 function is lost many of those messages are inappropriately spliced or degraded resulting in muscle pathology and myotonic dystrophy^16^,^18^,^23^,^37^.

Although MBNL1 functions as a global regulator of differentiation in general, our observations in myofibroblast transformation suggest that it works with those pre-existing transcripts already determined by tissue-specific commitment factors that act above the level of MBNL1. For example, in cardiac muscle transcription factors such as GATA4 and Nkx2.5 specify the cardiac lineage and the start of differentiation-specific gene expression, which is then more globally integrated and enhanced by MBNL1 (ref. 19). Similar paradigms exist in skeletal muscle through the myogenic regulators of the MyoD family that determine cellular commitment and the initiation of differentiation, but that are then enhanced by MBNL1 to promote more complete differentiation for adult tissue function^24^,^38^,^39^.

Until now, the role of RNA-binding proteins in regulating the fibrotic phase of the wound-healing response through myofibroblast differentiation has not been considered, but it represents a mechanism for inducing a rapid and global response through simultaneously enhancing the activity of several nodal signalling components (Fig. 7). Certainly, the data presented here demonstrates that MBNL1's regulation of the transcriptome is an integral mechanism for how a fibroblast responds rapidly to injury by transitioning to the highly differentiated cell type known as the myofibroblast, which has the new features of both a contractile muscle cell and secretory fibroblast. As MBNL1 simultaneously regulates multiple arms of the myofibroblast differentiation signalling network and would be amenable to current RNA-based therapeutic strategies, it represents a novel target for either accelerating the acute wound-healing response and/or limiting the chronic phase that results in fibrosis and scarring during disease.

## Methods

### Mouse models, dermal wound healing and MI injury

*Mbnl1*^−/−^ (sv129 congenic strain^16^) and *Tcf21*^*MCM*^ (C57BL/6-sv129) mice^27^ were previously described. *Postn*^*MCM*^ (C57BL/6-sv129) mice were generated by inserting the MerCreMer cDNA cassette into the first coding exon of the *Postn* gene by standard homologous recombination in embryonic stem cells, followed by generation of germline-targeted mice. *Srf-LoxP, CD-1 background*-targeted mice were described previously^40^. MBNL1 TG mice (C57BL6) were engineered by cloning the human MBNL1 cDNA downstream variant 1 cDNA (Accession number BC043493) into a LoxP-flanked chloramphenicol (CAT)-polyA stop sequence cassette (Fig. 3a). Cre expression from the inducible *Tcf21*^*MCM*^ knock-in allele was activated by feeding the mice tamoxifen citrate chow (400 mg kg^−1^, Harlan Laboratories) for at least 2–4 weeks unless otherwise stated. For the dermal wound-healing model, fully anaesthetized mice received two dorsal 6 mm excision punch biopsies, and the wounds were subsequently assessed for size and health at the time of injury for up to 6 days^4^. For some experiments, the mice were biopsied and AdΔCnA was topically applied to one of the wounds and Adβgal was applied to the contralateral wound as a control. All animal experimentation included both sexes. Myofibroblasts were identified in wounded skin by antigen retrieval and staining with a combination of αSMA antibody (1:500, mouse monoclonal, Clone 1A4, Sigma) and isolectin-B4 (Vector Biolabs) for epithelial cell identification^4^. For MI, the left coronary artery of mice was permanently ligated^31^,^41^, and M-mode echocardiography was used to assess ventricular geometry and function 1 week after surgery. All experimentation on mice followed the appropriate analgesic and anaesthesia guidelines and was approved by the Institutional Animal Care and Use Committee of Cincinnati Children's Hospital Medical Center. The ages and numbers of mice used are stated in the results or figure legends.

### Cell culture, differentiation and proliferation assays

Cardiac fibroblasts were isolated from ventricular tissue that was obtained from P1-P2 neonatal rats. The ventricles were enzymatic dissociated with 0.05% pancreatin and 84 U ml^−1^ of collagenase. Fibroblasts were isolated by allowing the total cell mix from the hearts to settle by gravity for 10 min. The supernatant was centrifuged for 5 min at 1,000*g*, resuspended in DMEM with 10% fetal bovine serum (FBS), and then plated on gelatin-coated dishes for primary cell culture. A minimum of three passages was used to achieve a pure fibroblast population^42^. The simian virus 40 (SV40)-transformed *Mbnl1*^*+/+*^*, Mbnl*^−/−^ (ref. 26), LoxP-targeted *Srf (Srf*^*fl/fl*^ (ref. 40)), *Ppp3r1*^*+/+*^ and *Ppp3r1*^−/−^ (ref. 30) MEFs were all previously described.

Primary dermal fibroblast were isolated by enzymatic digestion of mouse skin explants^4^. Briefly, mice were anaesthetized, the skin shaved and ∼40 × 15 mm^2^ section of the dorsal skin was dissected free down to the muscle layer. The skin explant was digested in 0.25% trypsin overnight at 4 °C. The skin was then minced and digested for 2–4 h in collagenase type I at 37 °C. The skin was triturated and resuspended in DMEM with 10% FBS. Cell lines were not tested for mycoplasma.

Myofibroblast transformation was induced using recombinant porcine TGFβ (10 ng ml^−1^, R&D System), AngII (100 nM, Sigma) or adenoviral gene transfer and analysed 48 h later by immunocytochemistry for αSMA stress fibres (1:1,000, mouse monoclonal antibody, Clone 1A4, Sigma) and gene expression as described previously^4^. Here fibroblasts were fixed overnight at 4 °C in 4% paraformaldehyde, washed in PBS and blocked in PBS containing 0.5% Triton X-100 and 10% normal goat serum. Primary and secondary antibodies were diluted in PBS containing 0.5% Triton X-100 and 2% normal goat serum, and fibroblasts were incubated with primary antibody for 1.5 h at room temperature.

Fibroblast contractile activity was also assessed by collagen contraction assays in which 40,000 fibroblasts are seeded into a collagen gel matrix and contraction of the gel was measured 48 h later^4^. MTT (3-(4,5-dimethyllthiazol)-2,5-diphenyl tetrasodium bromide) colorimetric assay (Millipore) was used to quantify the proliferative capacity of *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ MEFs^4^. For the MTT assay, a standard curve is generated by seeding wells with known amounts of fibroblasts and measuring the corresponding optical density (550 nm). Linear regression is then performed on the standard curve and the equation is used to estimate the cell number in each of the experimental wells. In all assays, quiescent fibroblasts are those plated and grown in culture in the absence of treatment with any agonist or gene transfer reagents. Fibroblasts were maintained in DMEM with 10% FBS and passaged at 70% confluence. Twenty-four hours before all experimentation the serum was reduced to 2% to lower their intrinsic activation profile. MBNL1-contraining or an empty pcDNA (control) plasmid were transfected into the stable cell lines to induce myofibroblast differentiation and measure SRF transcript stability.

### Adenoviral gene transfer

For the MBNL1 adenoviral vector, a murine MBNL1 cDNA was cloned into the pShuttle vector with and without a 3′ Flag epitope, and transfected into HEK293 cells using the AdEasy adenoviral production kit (Agilent Technologies). The recombinant adenovirus was plaque purified, expanded and cesium chloride gradients were used to purify and concentrate the virus^43^. Typically, fibroblasts were infected with adenovirus (100 multiplicity of infection) diluted in DMEM with 2% FBS, incubated overnight and then the media were exchanged. Some experiments and adenoviruses were previously published, including: ΔCnA, βgal, GFP, Cre recombinase, SRF and NFAT(9X)-luciferase reporter^4^,^31^,^43^,^44^.

### Genome-wide gain-of-function screen and luciferase assays

The Mammalian Genome Collection library, which contains ∼18,400 human and rodent cDNAs, was seeded with one clone per well, 40 ng each, in a 384-well format (Scripps Institute, Florida, Cell-based Screening Core). This library was co-transfected (Mirus, Trans-IT) with an equal amount of αSMA-luciferase reporter construct into SV40-transformed MEFs and luciferase activity was assessed 2 days after transfection^4^. Clones were selected if they induced a luciferase signal greater than or equal to that of recombinant TGFβ. A periostin (*Postn*)-luciferase promoter reporter was also used to confirm activity^4^. Here ∼2,200 kb of the *Postn* promoter was cloned upstream of luciferase (pGL3, Promega). This construct was co-transfected (Mirus, Trans-IT) into fibroblasts with either an MBNL1 or control (pcDNA) plasmid and treated with vehicle in media or recombinant TGFβ (10 ng ml^−1^). Luciferase activity was measured 48 h post transfection.

### Reverse transcriptase–PCR

For fibroblast experiments, RNA was isolated and prepared with an RNAeasy kit (Qiagen), and for skin wounds, RNA was prepared using *TRIzol* extraction. Total RNA was reverse transcribed using Superscript III first-strand synthesis kit (Invitrogen). The primer sequences used for all PCR reactions are as follows: IL6st: 5′- CAGATCGAGCAGAATGTGTATGGAATC-3′ , 5′- ATTGGATGTCCGACTTCAGCC-3′ ; Runx1: 5′- CGAGATTCAACGACCTCAGGTT-3′ , 5′- ACAGGAGGCGAGTAGGTGAA-3′ ; Cxcl12: 5′- CCAACGTCAAACATCTGAAAATCCTCA-3′ , 5′- GTGGAAGGTTGCTACTCCCC-3′ ; FnEDa: 5′- CCCACCGTGGAGTATGTGG-3′ , 5′- AGCCCTGACACAATCACGGA-3′ ; Rock2: 5′- ATGCAGATTCACTTGTAGGAACCTACAG-3′ , 5′- TGTTCCAGTTCCTCCTTGGA-3′ ; SRF: 5′- GGGAAACCAAGGACACACTGA-3′ , 5′- ATAAGTGGTGCCGTCCCTTG-3′ ; α1Catenin: 5′- CGACTTCACCCGAGGCAAA-3′ , 5′- CCCCACAGTAGGGCTAAAGG-3′ ; Arhgef11: 5′- CACGCTACGGGGAACTGTTT-3′ , 5′- CTGTCTTCCAGGGCGATGTC-3′ ; Twist1: 5′- GTCGCTGAACGAGGCATTTG-3′ , 5′- GACATCTAGGTCTCCGGCCT-3′ ; FoxO3: 5′- TCATCTGTTTGTACCCGTCGAA-3′ , 5′- CTCTTGCTCTCTCCTCTCGC-3′ ; TGFβR1: 5′- TGGCAGAGCTGTGAGGCCTTGA-3′ , 5′- CCCTAAGGGCTGCCGGTCGT-3′ ; TGFβR2: 5′- CAGGGGTGCTCCACT-3′ , 5′- CCAACAGCGGGCAGGTGGGA-3′ ; CnAβ: 5′- GATGTAGGTTCAGCTGCAGCC-3′ ; 5′- GTCCCGTGGTTCTCAGTGGTA-3′ ; CnAβ1: 5′- GATGTAGGTTCAGCTGCAGCC-3′ , 5′- CCAGTCGATCTGAGGCACAGC-3′ ; MBNL1: 5′- TAGTGTCACACCAATTCGGGACACAAA-3′ , 5′- CCCTTGATGTAATCCATGCAGACAGTGA-3′ ; Gapdh: 5′- GACATGCCGCCTGGAGAAAC-3′ , 5′- AGCCCAGGATGCCCTTTAGT -3′ (rat); Gapdh: 5′- ATGTGCCGGACCTTGGAAG-3′ , 5′- CCTCGGGTTAGCTGAGAGATCA-3′ (mouse).

### RIP, RNAseq and bioinformatics

To determine the mRNAs that directly bind to MBNL1, a Flag-epitope-tagged MBNL1 was adenovirally overexpressed in rat cardiac fibroblasts. Fibroblast lysates were collected 36 h later and then incubated with Flag-M2 affinity resin (Sigma) overnight at 4 °C. The resin was washed and RNA extracted using a Magna RIP kit (Millipore) and phenol-chloroform precipitation. Eluted RNAs were detected by RNAseq analysis using paired-end 100 nucleotide (nt) sequencing and 40 million reads for input-RNAs and RIP-RNAs. FASTQ sequence files were aligned to the rat genome version 5 using TopHat2 with *de novo* junction discovery. Alternative splicing, alternative polyadenylation and differential gene expression analyses along with all visualized pathways, heat maps and Venn diagrams were obtained using AltAnalyze version 2.0.9 (ref. 45), and the Ensembl 77/UCSC mRNA rn5 database or mouse genome version mm9 depending on the experiment, filtering on genes with an FPKM>1. Alternative splicing events were identified using a reciprocal isoform percent spliced difference of at least 25% and putative alternative polyadenylation using a splicing-index difference >2 or ASPIRE *δI* value >0.2, occurring in the last exon of the gene. For all RNAseq experiments, pathways and ontology enrichment analyses were performed with ToppGene^46^ and GO-Elite^47^. All heat maps from AltAnalyze were created using the HOPACH package via a connection to R^48^. Candidate mRNAs were also validated using real-time PCR with 400 ng of first-strand cDNA.

### CRISPR–Cas9 gene editing in *Srf*

CRISPR-Cas9 technology was used to mutate predicted MBNL-binding sites in the *Srf* gene of NIH 3T3 fibroblasts (American Type Culture Collection). Stable cell lines for the mutant *Srf* (*Srf*^*MBNL*^) and a GFP-Cas9n control were created using puromycin selection (1.0 μg ml^−1^). MBNL1-binding sites in SRF's 3′ UTR were predicted using RBPmap software that further ranks the motif based on local clustering of sites and its conservation^35^. The SRF motif used for this study was a neighbouring pair of MBNL1-binding sites shown in green text as follows: 5′- UGCUUACCAACGUG*UGC*UGUG -3′. We created a CRISPR-mediated deletion, which excised both sites using the following guide and protospacer-associated motif (PAM) sequences: 5′- CAACGTGTGCTGTGTGATTG-3′ and TGG. A reverse sequence left shifted by nine base pairs was used to make the other deletion on the sense strand. The single guide RNA (sgRNA) was delivered using the pX462 expression plasmid that contains both the D10A mutant Cas9 nickase and a puromyocin selection cassette. For clarity, the CRISPR-targeted *Srf* sequence is illustrated below with the location of the two sgRNAs (blue brackets), the PAM (red text), and the mutated MBNL1-binding sites (green text).

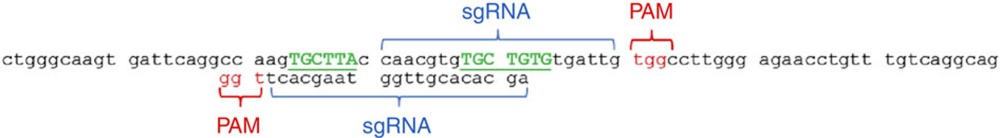

The deletion was confirmed by sequencing across the deletion using genomic DNA obtained from the CRISPR cell line and the new sequence was as follows:

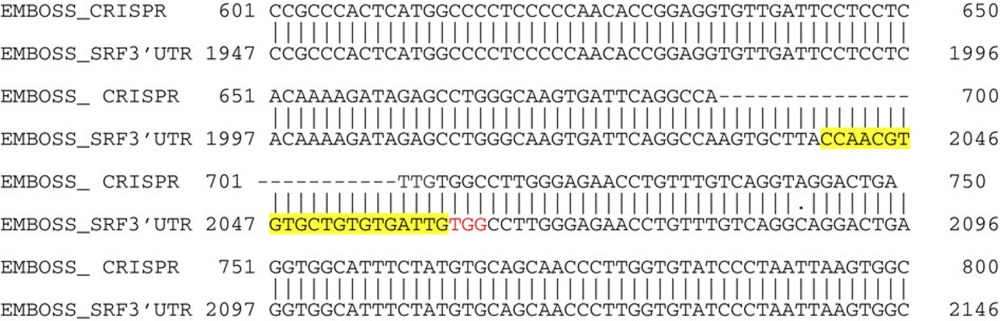

Analysis of the excised region by miRanda software indicated there was no disruption of known microRNA target sites. For orientation, the three bases of the PAM sequence is shown in red again, and the guide sequence is shown in yellow.

### Act.-D transcriptional pulse-chase experiment

Neonatal cardiac fibroblasts or *Srf*^*MBNL*^ CRISPR-mutated fibroblasts were infected or transduced with MBNL1 for 36 h at which time transcription was inhibited with 2 μg ml^−1^ Act.D (Sigma), and RNA was isolated 0, 2, 4 and 8 h later and analysed by real-time PCR.

### Statistics

To determine statistical significance, unpaired *t*-tests were used to compare between two groups, and a one-way analysis of variance was used for multivariate analysis with subsequent pairwise comparisons made using Newman–Keuls tests (Prism software). The mean±the standard error of the mean (s.e.m.) is reported in all figures unless otherwise noted, statistical significance was set a *P*<0.05 and tests for normality were not performed. *In vitro* experiments were repeated three times and animals from multiple litters were used for *in vivo* studies to ensure repeatability. Sample size for animal experiments was determined based on previously reported standards in the field for achieving statistical power, no samples were excluded from the analysis and experiments were not randomized. Data were collected and analysed blinded for both *in vitro* and *in vivo* studies.

## Additional information

**Accession Codes:** RNA-Seq data have been deposited in GEO (Gene Expression Ominbus) of NCBI under accession code GSE74185.

**How to cite this article:** Davis, J. *et al*. MBNL1-mediated regulation of differentiation RNAs promotes myofibroblast transformation and the fibrotic response. *Nat. Commun.* 6:10084 doi: 10.1038/ncomms10084 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Tables 1-2

Supplementary Data 1 A list of MBNL1-bound RNAs (MBNL1 RIP-Seq) as categorized by whether they were alternative spliced, alternatively polyadenylated, or bound with undetermined regulation. Also listed here are RNAs that were alternatively spliced or polyadenylated secondarily in the AdMBNL1 input but not targeted by MBNL1. Transcripts validated by real-time PCR are represented by blue text. Refers to Figure 4.

## Figures and Tables

**Figure 1:**
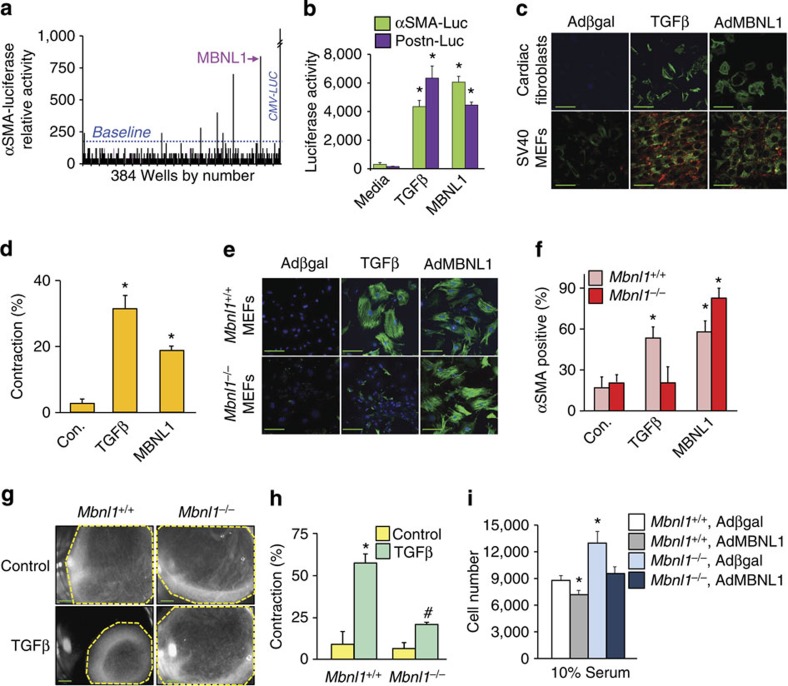
MBNL1 overexpression mediates myofibroblast transformation. (**a**) A schematic of myofibroblast differentiation measured by αSMA-luciferase activity from one 384-well plate of the Mammalian Genome Collection cDNA library, which identified MBNL1 as a potent inducer of the reporter. (**b**) αSMA-luciferase and periostin (*Postn*)-luciferase promoter activity in cultured cardiac fibroblasts transfected with a MBNL1 expression plasmid or treated with TGFβ. Average light units±s.e.m., *N*=3, analysis of variance (ANOVA) and Newman–Keuls pairwise analysis, *P<0.05 versus media control. (**c**) Immunofluorescence for αSMA^+^ stress fibres (green) in cardiac fibroblasts and SV40-transformed MEFs treated with TGFβ or infected with Adβgal (control) or AdMBNL1. SV40 MEFs were also stained with collagen 1 (red). (**d**) Quantification of collagen gel matrix contraction in cardiac fibroblasts treated with TGFβ, AdMBNL1 or Adβgal (Con.) 48 h later. Average contraction±s.e.m., *N*=3, ANOVA and Newman–Keuls pairwise analysis, *P<0.05 versus Con. (**e**,**f**) Immunofluorescent images and quantification of αSMA-positive stress fibres (green) in primary *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ MEFs with TGFβ treatment or AdMBNL1 infection. Controls were infected with Adβgal. Blue is staining for nuclei (Topro-3 Iodide). Bars represent the average number of fibroblasts with αSMA^+^ stress fibres relative to the total number of nuclei±s.e.m., *N*⩾330, ANOVA and Newman–Keuls pairwise analysis, *P<0.05 versus Adβgal (Con.). (**g**,**h**) Photographs and quantification of contraction of collagen matrices seeded with *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ MEFs with or without 48 h of TGFβ treatment. Average contraction±s.e.m., *N*=3, ANOVA and Newman–Keuls pairwise analysis, *P<0.05 versus no treatment control. (**i**) Proliferation rates in *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ MEFs measured by colorimetric MTT assay 48 h after AdMBNL1 or Adβgal (control) infection. Average cell number±s.e.m., *N*=3, ANOVA and Newman–Keuls pairwise analysis, *P<0.05 versus *Mbnl1*^*+/+*^, Adβgal. All scale bars, 50 μm.

**Figure 2:**
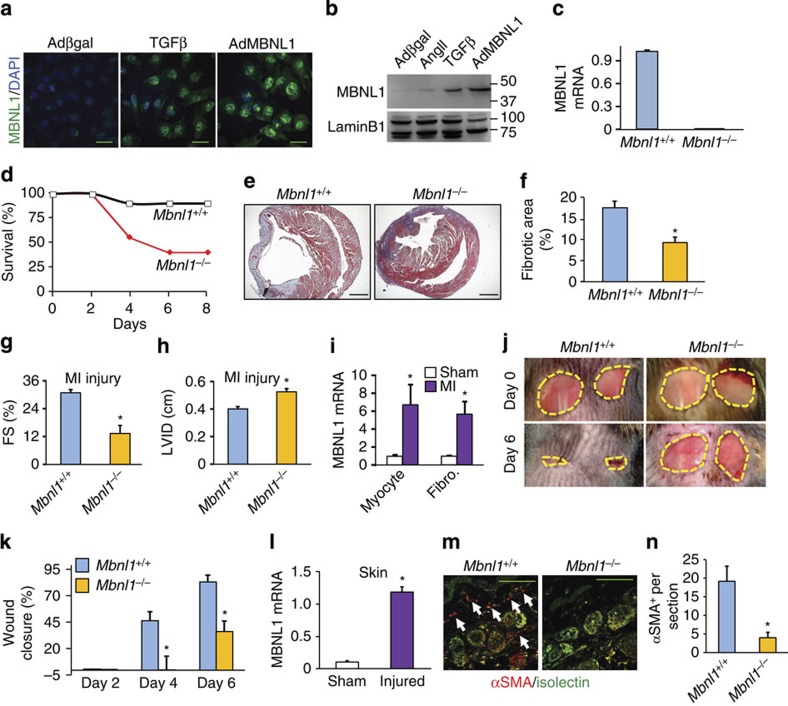
Deletion of *Mbnl1* abrogates the fibrotic response and wound healing *in vivo.* (**a**) Immunofluorescence for MBNL1 (green) and nuclei (blue) in Adβgal (control), TGFβ-treated and AdMBNL1-transduced cardiac fibroblasts. Scale bar, 50 μm. (**b**) Western blot for the nuclear levels of MBNL1 in cardiac fibroblasts treated with angiotensin II (AngII), TGFβ and AdMBNL1. LaminB1 is a nuclear loading control. Molecular weight sizing in kDa is shown on the right of the blots. The panel here is referenced in Supplementary Fig. 1. (**c**) MBNL1 mRNA levels in *Mbnl1*^*+/+*^ or *Mbnl1*^−/−^ cardiac fibroblasts. (**d**) Survival rates in *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ mice after myocardial infarction (MI) injury, *N*=15. (**e**,**f**) Photographs and quantification of the area of fibrosis (blue) in transverse histological sections of infarcted *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ hearts stained with Masson's trichrome. Average fibrotic area±s.e.m., *N*⩾6, *t*-test, *P<0.05 versus *Mbnl1*^*+/+*^. Scale bar, 1 mm. (**g**,**h**) Echocardiography in MI-injured *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ mice for ventricular fractional shortening (FS%) and left ventricle inner diameter (LVID). Data are averages±s.e.m., *N*⩾6, *t*-test, *P<0.05 versus *Mbnl1*^*+/+*^. (**i**) MBNL1 mRNA from isolated adult cardiomyocytes or fibroblasts (Fibro.) from sham or MI-injured mouse hearts. Data are averages±s.e.m., *N*=3 mice, *t*-test, *P<0.05 versus Sham. (**j**) Photographs of two dorsal skin punch biopsies on adult *Mbnl1*^*+/+*^ and *Mbnl*^−/−^ mice at days 0 and 6 of injury. The distance across the biopsy at day 0 is 6 mm, to provide scaling of the photograph. (**k**) Quantification of dermal would closure over time measured relative to initial wound size. Average closure±s.e.m., *N*⩾7, analysis of variance and Newman–Keuls pairwise analysis, *P<0.05 versus *Mbnl1*^*+/+*^. (**l**) Average MBNL1 mRNA levels in injured skin normalized to Gapdh expression±s.e.m., *N*=3, *t*-test, *P<0.05 versus sham. (**m**,**n**) Immunofluorescent staining and quantification of myofibroblasts in the border zone of biopsied skin 4 days after wounding. Myofibroblasts are αSMA (red) positive and negative for the epithelia marker isolectin (green). Data represent the average number of αSMA^+^/isolectin^−^ cells per section±s.e.m., four sections were measured per wound, *N*⩾7 mice per group, *t*-test, *P<0.05 versus *Mbnl1*^*+/+*^. Scale bar, 250 μm.

**Figure 3:**
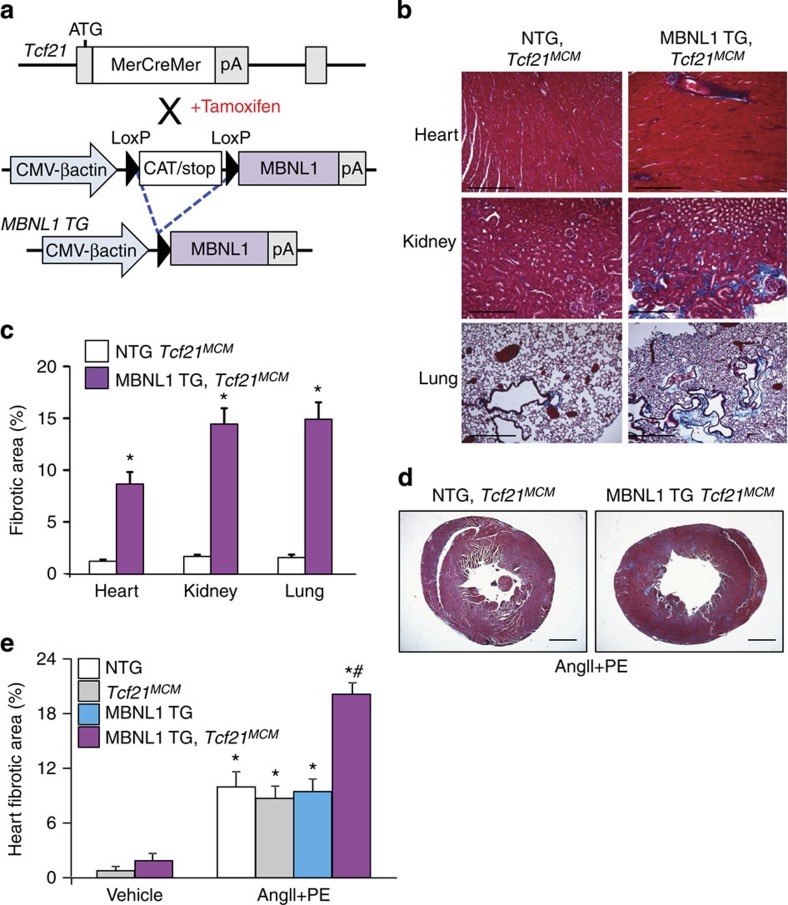
Overexpression of MBNL1 *in vivo* induces fibrosis. (**a**) A schematic depicting two mouse lines: (top) the *Tcf21* locus containing a tamoxifen-regulated MerCreMer (MCM) cDNA and (bottom) a transgene to inducibly express MBNL1 after Cre-mediated excision of a LoxP-CAT-Stop cassette driven by the CMV-βactin promoter. Tamoxifen induces recombination only in cells with *Tcf21* allele expression, which marks quiescent fibroblasts in the heart and many other organs. (**b**,**c**) Masson's trichrome-stained histological pictures and quantification of the area of fibrosis (blue) in the heart, kidney and lung from the indicated mice after 4 months of continuous tamoxifen treatment. Average fibrotic area±s.e.m., *N*=5, *t*-test, *P<0.05 versus NTG, *Tcf21*^*MCM*^. Scale bar, 150 μm. (**d**,**e**) Photographs and quantification of the area of fibrosis (blue) in Masson's trichrome-stained histological heart sections from mice induced with 2 weeks of tamoxifen and then implanted with osmotic mini-pumps that chronically delivered AngII/PE (432 μg kg^−1^ per day/100 mg kg^−1^ per day) for 2 weeks. Average fibrotic area±s.e.m., *N*⩾7, analysis of variance and Newman–Keuls pairwise analysis, *P<0.05 versus vehicle; ^#^*P*<0.05 versus NTG AngII/PE. Scale bar, 500 μm.

**Figure 4:**
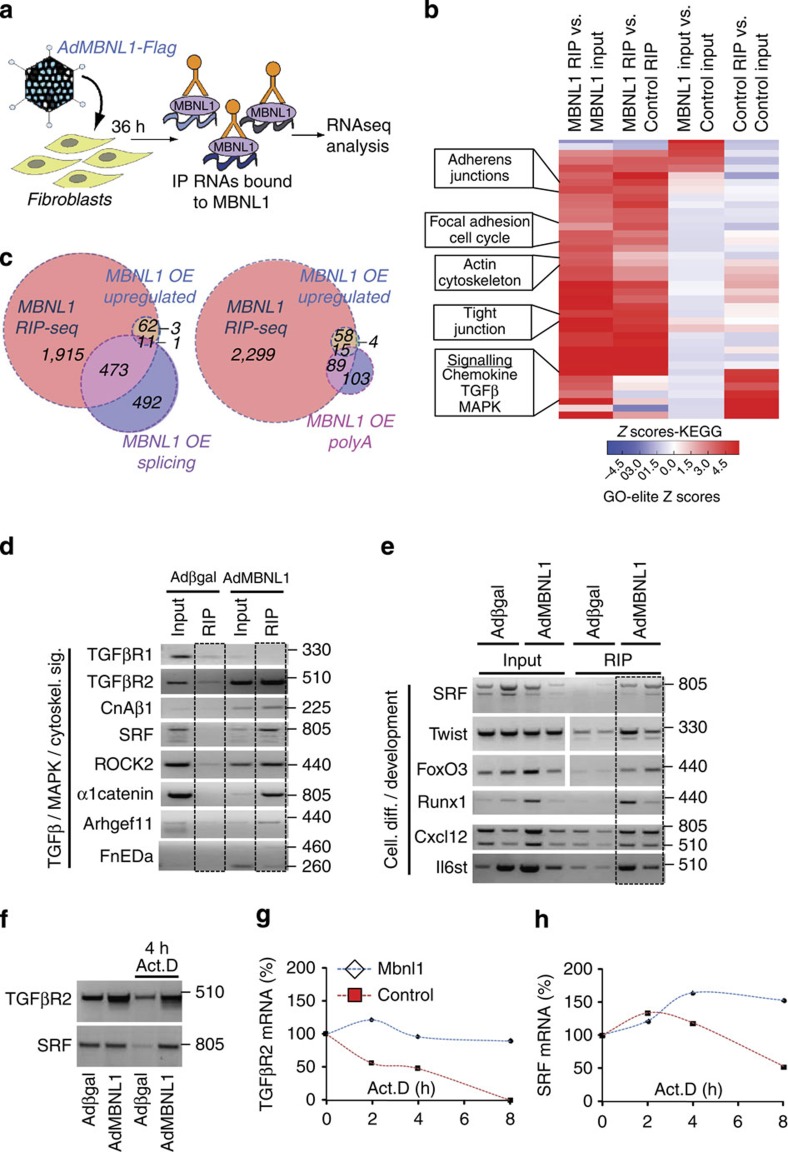
Analysis of MBNL1-bound RNA profiles and expression changes. (**a**) Schematic of RNA immunoprecipitation (RIP) method used to detect all transcripts bound by MBNL1 in activated fibroblasts. (**b**) Heat map derived from the RIP assay depicting enrichment of transcripts bound to MBNL1 with MBNL1 overexpression and control conditions from both the inputs and immunoprecipitated samples. Here the transcripts were clustered into significant KEGG pathways. Four of these pathways are further developed in Supplementary Figs 4–7 using Wikipathways. (**c**) Left, Venn diagram illustrating the overlap between MBNL1-bound RNAs (MBNL1 RIP-Seq), RNAs upregulated in the input from the MBNL1 overexpression condition (MBNL1 OE upregulated) and alternatively spliced RNAs in the input from the MBNL1 overexpression condition (MBNL1 OE splicing). Right, Venn diagram illustrating the overlap between MBNL1-bound RNAs (MBNL1 RIP-Seq), RNAs upregulated in the input from the MBNL1 overexpression condition (MBNL1 OE upregulated) and transcripts with alternative polyadenylation detected in the input from the MBNL1 overexpression condition (MBNL1 OE PolyA). Genes per each subsection are listed in Supplementary Data 1. (**d**,**e**) RT–PCR validation of several transcripts detected in RIP-RNAseq assays that were associated with TGFβ-MAPK-cytoskeletal signalling (cytoskel. Sig.) and cellular differentiation (Cell. diff.) and development KEGG pathways. (**f**) RT–PCR of TGFβR2 and SRF expression from fibroblasts with or without AdMBNL1 infection and with or without actinomycin-D (Act.D) treatment to assess transcript stability. Adβgal infection was used as a control. (**g**,**h**) Same assay as in **f** but over 8 h with 2 h increments. *N*=3 experiments.

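For the 1104 genes that passed the FPKM rule, the comparisons between immunoprecipitates and inputs were computed from group means of RPKM. The median log2 fold of the MBNL1 RIP over the MBNL1 input was 2.06 (quartiles 1.66 and 2.47), and 857 of the genes were at least 3-fold higher. The median log2 fold of the MBNL1 input over the control input was 0.24, with 69 genes at least 3-fold higher. The median log2 fold of the control RIP over the control input was 0.12, with 17 genes at least 3-fold higher. Between the same-numbered libraries, control RIP replicate 3 over control input replicate 3, it was 0.44, with 46 genes at least 3-fold higher. The 2881 genes that reached an RPKM of 1 in the MBNL1 RIP without passing the rule had a median log2 fold of 1.43 over the MBNL1 input and 0.47 in the control RIP over the control input, or 0.71 with replicate 3 alone. The comparisons with the control input rest on 1 library and have no replicate check there. In edgeR's quasi-likelihood test with TMM normalization on the 2 MBNL1 RIP and 2 MBNL1 input libraries, 68 of 12812 genes were higher and 70 lower in the RIP at a Benjamini-Hochberg adjusted p-value under 0.05. With the replicate number as a block, 907 were higher and 793 lower. The deviations of same-numbered RIP and input libraries correlated at 0.33 across genes, the check on that pairing. With library size alone, 8775 genes were higher and 54 lower, and the median log2 fold change of all tested genes was 1.59.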

**Figure 5:**
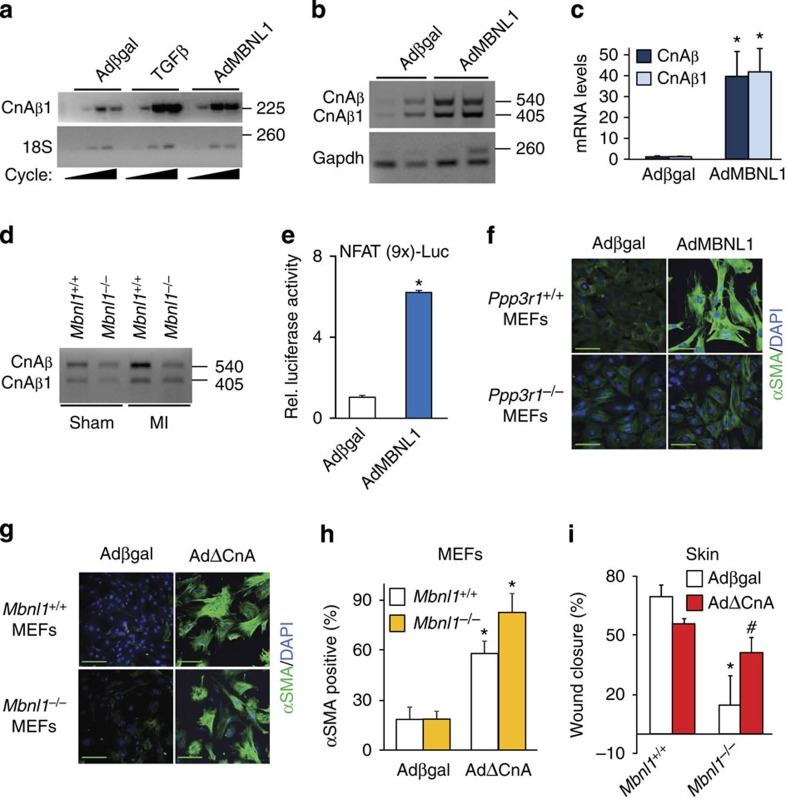
MBNL1-regulated calcineurin Aβ mRNA levels underlies myofibroblast differentiation. (**a**) RT–PCR of a calcineurin Aβ splice variant 1 (CnAβ1) from Adβgal (control), TGFβ-treated and AdMBNL1-infected fibroblasts. 18S RNA expression was used for normalization. (**b**,**c**) RT–PCR gel and quantification of the two major calcineurin Aβ-spliced isoforms, CnAβ and CnAβ1, from Adβgal- or AdMBNL1-infected fibroblasts, with Gapdh as a processing and loading control. *N*=3 experiments, *t*-test, *P<0.05 versus Adβgal. (**d**) RT–PCR analysis of the same two calcineurin Aβ spliced isoforms from fibroblasts of hearts subjected to sham or MI injury in *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ mice. *N*=3 experiments. (**e**) NFAT-luciferase reporter activity in Adβgal- and AdMBNL1-infected fibroblasts. Average luciferase activity is expressed relative (Rel.) to Adβgal (control), *N*=3, *t*-test, *P<0.05 versus Adβgal. (**f**) Immunofluorescence for αSMA (green) stress fibres and nuclei (blue) in *Ppp3r1*^+/+^ and *Ppp3r1*^−/−^ (calcineurin B1 protein) primary MEFs infected with Adβgal or AdMBNL1. (**g**,**h**) Immunofluorescent staining and quantification of αSMA (green) stress fibres and nuclei (blue) in *Mbnl1*^*+/+*^ or *Mbnl*^−/−^ MEFs infected with Adβgal or constitutively active calcineurin (AdΔCnA). Data represent the average number of fibroblasts with αSMA^+^ stress fibres per total nuclei±s.e.m., *N*⩾375, analysis of variance (ANOVA) and Newman–Keuls pairwise analysis, *P<0.05 versus Adβgal. (**i**) Quantification of skin wound closure at 6 days after 6 mm biopsy injury in *Mbnl1*^+/+^ and *Mbnl1*^−/−^ mice treated with either Adβgal or AdΔCnA directly applied throughout the wound. Average closure±s.e.m., *N*⩾14 mice per group, ANOVA and Newman–Keuls pairwise analysis, *P<0.05 versus Adβgal *Mbnl1*^*+/+*^; ^#^*P*<0.05 versus Adβgal *Mbnl1*^−/−^. All scale bars, 50 μm.

**Figure 6:**
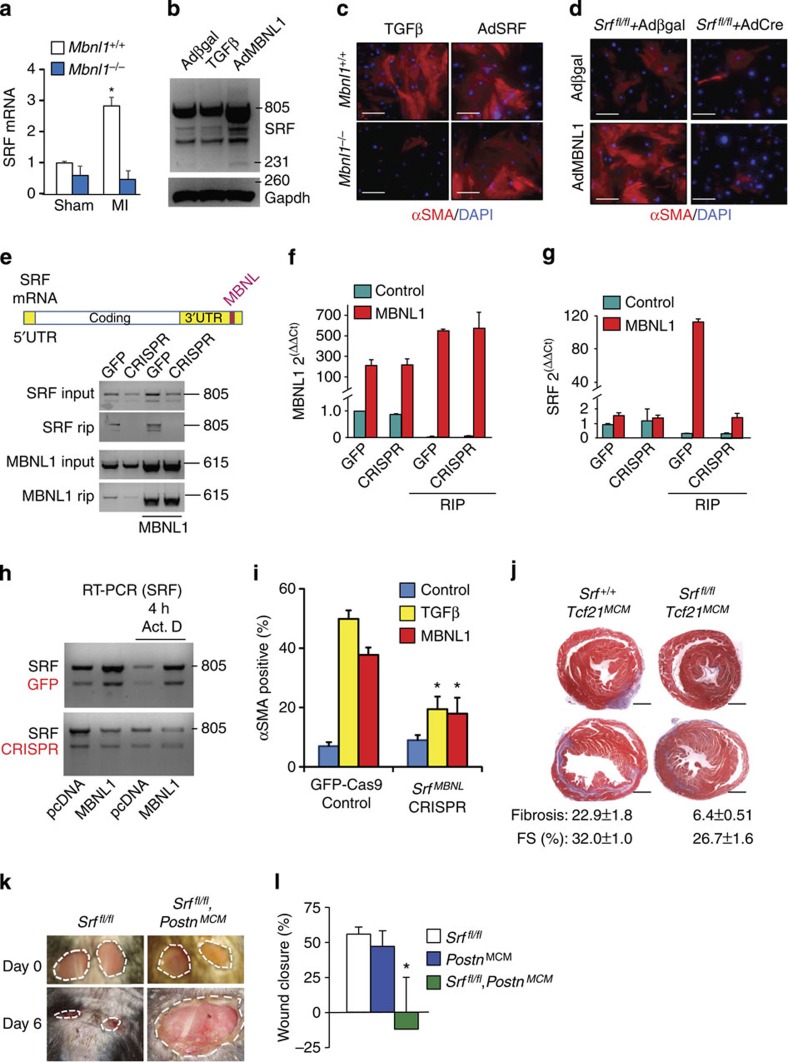
MBNL1-regulated SRF mRNA stability underlies myofibroblast differentiation. (**a**) RT–PCR for SRF mRNA from fibroblasts of hearts subjected to sham or MI injury in *Mbnl1*^*+/+*^ and *Mbnl1*^−/−^ mice. *N*=3 hearts and results are±s.e.m., analysis of variance (ANOVA) and Newman–Keuls pairwise analysis, *P<0.05 versus Sham. (**b**) RT–PCR of SRF and known splice variants in Adβgal (control), TGFβ-treated and AdMBNL1-infected fibroblasts. Gapdh gene expression was a control. (**c**) Immunofluorescence for αSMA (red) stress fibres and nuclei (blue) in *Mbnl1*^*+/+*^ or *Mbnl1*^−/−^ MEFs treated with TGFβ or infected with AdSRF. (**d**) Immunofluorescence for αSMA (red) and nuclei (blue) in *Srf*^*fl/fl*^*+*Adβgal or *Srf*^*fl/fl*^*+*AdCre dermal fibroblasts infected with either Adβgal (control) or AdMBNL1. (**e**) Top, diagram of SRF mRNA showing the mutated MBNL-binding site in the 3′UTR region engineered into a stable fibroblast cell line. Below, RIP assay for MBNL1 binding to either the SRF or MBNL1 mRNA from cell lines that are control (GFP) or CRISPR-mediated deletion of the MBNL1-binding site in SRF. An MBNL1-encoding plasmid was also transfected into cells used to make lanes 3 and 4. (**f**,**g**) RT–PCR validation of SRF and MBNL1 transcript expression visualized in **e**. The data represent the average expression relative to GFP (control) input ± s.e.m., *N*=3 independent experiments. (**h**) RT–PCR for SRF mRNA from the same cell lines described in **e**. Cells were either transfected with a control (pcDNA) vector or one expressing MBNL1 in the presence or absence of actinomycin-D (Act. D) for 4 h. (**i**) Quantification of αSMA expression to indicate myofibroblast differentiation in control (GFP-Cas9) or the *Srf*^*MBNL*^ CRISPR-deleted fibroblasts, with either TGFβ stimulation or MBNL1 overexpression. Data represent the average number of fibroblasts with αSMA^+^ stress fibres relative to the total number of nuclei±s.e.m., *N*⩾800, ANOVA and Newman–Keuls pairwise analysis, *P<0.05 versus the GFP-Cas9 control line. (**j**) Heart histological cross-sections stained with Masson's trichrome to show fibrosis (blue) from the indicated mice 10 days after a ‘small' MI injury. The fibrosis percentage and ventricular fractional shortening (FS) percentage is shown from the two groups of mice, *N*=6–7 in each group. Scale bar, 1 mm. (**k**) Photographs of two skin punch biopsies made on the backs of the indicated adult mice at days 0 and 6 after injury. Photograph scaling can be inferred from day 0, as the biopsy is 6 mm across. (**l**) Quantification of dermal would closure over time measured relative to initial wound size. Average closure±s.e.m., *N*=10, ANOVA and Newman–Keuls pairwise analysis, *P<0.05 versus *Postn*^*MCM*^ or *Srf*^*fl/fl*^. All scale bars unless otherwise noted=50 μm.

**Figure 7:**
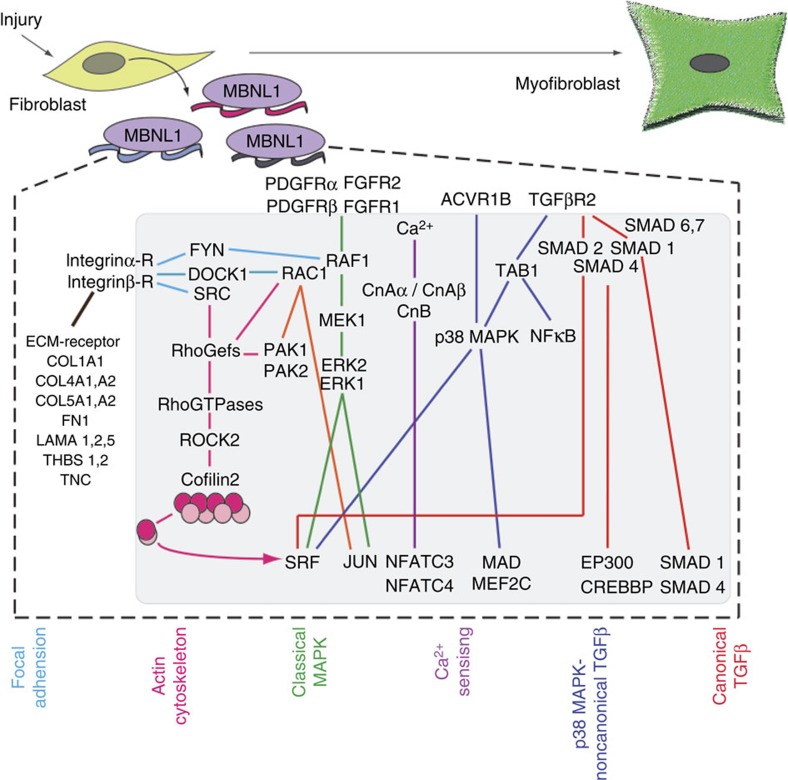
MBNL-regulated signalling pathways underlying myofibroblast differentiation. Based on the RIP data presented earlier, all of the depicted genes are direct MBNL1 targets and are also nodal factors within multiple pathways that underlie myofibroblast differentiation signalling. The following are the full names for the depicted factors: Integrin α/β-R (integrinα/β receptor family); COL1A1 (collagen type 1,α1); COL4A1 and A2 (collagen type 4,α1 and α2), COL5A1,A2 (collagen type 5, α1 and α2); FN1 (fibronectin 1); LAMA 1,2,5 (laminin α1, α2 and α5); THBS1,2 (thrombospondin 1 and 2), TNC (tenascin C), FYN (Src family kinase); DOCK1 (dedicator of cytokinesis 1); SRC (SRC Proto-oncogene); PDGFRα/β (platelet-derived growth factor receptor α and β); FGFR1/2 (fibroblast growth factor receptor 1 and 2); RAF1 (Raf1 Proto-oncogene, MAP3K); MEK1 (mitogen-activated protein kinase kinase 1); ERK1/2 (extracellular signal-regulated kinase 1 and 2); JUN (Jun Proto oncogene); CnAα/CnAβ (calcineurin Aα and Aβ); CnB (calcineurin B); NFATC3/C4 (nuclear factor of activated T cells 3 and 4); ACVR1B (activin A receptor 1B); p38 MAPK (mitogen-activated protein kinase 14); MAD (MAX dimerization protein 1); MEF2C (myocyte enhancer factor 2C); TAB1 (TGFβ-activated kinase binding protein 1); NFκB (nuclear factor of κ light polypeptide gene enhancer in B-cells); EP300 (E1A-binding protein p300); CREBBP (CREB-binding protein).

How the deposited data were processed for this re-analysis (not part of the article)

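RNA from Flag immunoprecipitates and inputs of rat cardiac fibroblasts was measured in 10 libraries of 6 groups, namely control RIP, MBNL1 RIP, MBNL1 and TGFβ RIP (2 libraries each), MBNL1 input (2 libraries), control input and MBNL1 and TGFβ input (1 library each). Groups and replicate numbers came from the sample labels and the paper. The mouse embryonic fibroblast RNAseq was not analysed here.

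The authors aligned reads to rat genome version 5 with TopHat2 and obtained gene values with AltAnalyze, and deposited 1 table of counts per Ensembl gene identifier without normalization and 1 table of RPKM, each with a column per library. The deposited RPKM was checked against the deposited counts. In 100% of values with a count above 0, RPKM was within 0.1% of the count plus 1 divided by a whole-number gene length and the library total. The implied lengths ran from 25 to 28691 nt. Where the count was 0, each of 7526 identifiers with such a value carried 1 constant. The reference gene table used here lists 0 genes with an Ensembl identifier, so it could not pair any of the 19501 identifiers with a symbol (0 matched). For want of such a pairing, the genes named in the paper, its lists of spliced and polyadenylated genes and its pathways were not joined to the values. No genome was used, so GC content was not checked.

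Library totals ran from 182651493 to 343434590 counts with a median of 258706939. With 3 counts taken as the floor, the smallest detectable share of a library was between 8.74e-07% and 1.64e-06%, for counting error only.

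A gene was taken as bound when the mean RPKM of the MBNL1 RIP was at least 1 and at least 3 times that of the control RIP, and as upregulated when the mean RPKM of the MBNL1 input was above 1 and at least 2 times that of the control input. RIP groups were compared on the deposited counts with edgeR 4.0.16 in R 4.3.3 (filterByExpr by group, TMM, glmQLFit and glmQLFTest, Benjamini-Hochberg adjusted p-value under 0.05) over all 6 RIP libraries. The MBNL1 RIP and MBNL1 input were compared over their own 4 libraries. DESeq2 1.42.0, library size without TMM, no filter, other sets of libraries and the replicate number as a block were alternatives, as were other RPKM minimums, folds and pseudocounts for the rules. The replicate pairing comes from the numbers 1 and 3 in the sample labels. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 was used for the other steps. The groups, tests and alternatives were fixed before the data were examined, except where an alternative is said to have been chosen later.

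Identifiers to be named were the 10 with the largest log2 fold change of the MBNL1 RIP over the control RIP among those with an adjusted p-value under 0.05, an RPKM of at least 1 in both MBNL1 RIP libraries and a higher RPKM in both of these than in both control RIP libraries. Of these 10 only the first 2 are named, because symbols could not be given. Over the 10, log2 fold changes ran from 4.65 to 8.35 with edgeR adjusted p-values from 0.0103 to 0.0479.

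The tests were tested on simulated counts for 13460 genes with the means, totals and dispersions of the RIP libraries, of which 200 were changed. edgeR found 98% of genes changed 8-fold, 54% of those changed 4-fold and 4% of those changed 2-fold, and 5.94% of its calls were false. With the replicate block these were 98%, 48%, 4% and 4.35%. DESeq2 found 98%, 76% and 16%, and 23.8% of its calls were false. The fold rule passed all 100 simulated genes changed 6-fold, 0 of 100 changed 2-fold and 0 of 4872 unchanged genes with a control mean of 200 or more counts. Unchanged genes with fewer counts were not included.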

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

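The tests below were set before their results were seen, although both use genes selected by the comparison they describe, and the reading of both as undecided for that reason was set after their values were seen.

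In edgeR's quasi-likelihood test, 412 genes were higher in the RIP of fibroblasts given AdMBNL1-Flag and TGFβ than in the control RIP at a Benjamini-Hochberg adjusted p-value under 0.05. What drew attention is that the text of the paper does not report these libraries. The median log2 fold change of the 412 genes was 2.39, and 358 genes were lower. Of the 412, 191 were also among the genes higher in the MBNL1 RIP than in the control RIP, and 155 passed the FPKM rule there. A biological explanation in the design is the MBNL1 immunoprecipitation that both groups share. In the MBNL1 RIP, 99.5% of the 412 genes had a log2 fold change above 0 over the control RIP, with a median of 2.13. Both comparisons use the same control libraries, so a low control value alone may produce this and the test cannot separate the explanations. A technical explanation is the spread of replicate 3 of the MBNL1 and TGFβ RIP. The genes were higher in each of its libraries than in each control RIP library in 100% of cases, a value that the selection of the genes largely fixes, so that explanation stays open as well. An effect of TGFβ itself was tested directly between the MBNL1 and TGFβ RIP and the MBNL1 RIP, with 0 genes higher and 0 lower at an adjusted p-value under 0.05 and 729 genes at an unadjusted p under 0.05, where chance gives 687. With the replicate number as a block there were 957 genes at an unadjusted p under 0.05, and with all 10 libraries 842, where chance gives 747. Below the 687 of chance were library size alone, with 457, and totals without the 3 identifiers, chosen after seeing the data, with 616. Each of these edgeR settings gave 0 genes at an adjusted p-value under 0.05, and the smallest adjusted p-value with the block was 0.0629. DESeq2 called 41 genes higher and 58 lower, and edgeR with no filter 214 and 142, so an effect of TGFβ is not ruled out. The count of 412 depends on scaling, with 2021 genes higher under library size alone.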

How the results depend on the processing

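For the rule on RPKM, the count of 1104 bound genes stayed within 1.5 times with a pseudocount of 0.1 RPKM and with the geometric mean of replicates. It was 200 with a pseudocount of 1 RPKM, 3240 and 238 with RPKM minimums of 0.1 and 5, and 2041 and 385 with fold minimums of 2 and 5. It was 479 when every MBNL1 RIP library had to be 3-fold above every control RIP library, 626 when each replicate pair had to be, and 212 when RPKM was recomputed with TMM library sizes. Leaving out 1 RIP library at a time gave from 730 to 1714 genes across 4 fits, and both ends came from leaving out a control RIP library. Among settings chosen after seeing the data, totals without the 3 identifiers that hold most counts gave 1897 genes (4001 with a fold minimum of 2). The smaller totals raise every RPKM while the minimum stayed at 1, so that setting also loosens the minimum. An RPKM minimum of 0.5 gave 1744 (3253 with a fold minimum of 2), and an RPKM minimum of 0.1 with a fold minimum of 2 gave 5904. These were chosen after seeing the data as well. Single libraries, also tried after seeing the data, gave 1744 and 858 genes for MBNL1 RIP replicate 1 over control RIP replicates 1 and 3, and 1716 and 629 for MBNL1 RIP replicate 3. The largest fold of 598 was 189 and 114 with pseudocounts of 0.1 and 1 RPKM. It ran from 379 to 8454 across the 4 fits that left out 1 RIP library, and was 15218 for MBNL1 RIP replicate 1 over control RIP replicate 1. The gene with the largest fold differed between settings. The value of 598 belongs to ENSRNOG00000014964, that of 379 to ENSRNOG00000022611, and those of 8454 and 15218 to ENSRNOG00000013973. The values of 8454 and 15218 are folds over a control library with 0 counts. With that library set to 3 counts, ENSRNOG00000013973 was at least 1917-fold and 3450-fold higher than in that library alone. These folds leave out control RIP replicate 3. From the means of both MBNL1 RIP and both control RIP libraries, the log2 fold of ENSRNOG00000013973 was 6.72. The cause was not tested for these changes beyond the tests given under the other observations.

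The count of 79 upregulated genes in the MBNL1 input was within 1.5 times with a pseudocount of 0.1 RPKM and with TMM library sizes. It was 175 and 41 with fold minimums of 1.5 and 3, 38 with a pseudocount of 1 RPKM, 33 when each MBNL1 input library had to be 2-fold higher, and 27 with an RPKM minimum of 5. It ran from 43 to 174 across the 2 fits that left out an MBNL1 input library. Chosen after seeing the data, totals without the 3 identifiers gave 494, and RPKM minimums of 0.5 and 0.1 gave 130 and 486. The smaller totals raise every RPKM while the minimum stayed at 1, so the count of 494 also reflects a looser minimum. The percent of upregulated genes that were bound, 84.8%, was 66.9% and 97.6% with fold minimums of 1.5 and 3, and 92.1% with a pseudocount of 1 RPKM in the input. It was 17.7% with bound read from edgeR, 53.2% with a pseudocount of 1 RPKM in the RIP, 44.3% with every library 3-fold, and 54.3% with totals without the 3 identifiers, chosen after seeing the data. It ran from 67.1% to 87.3% across the 6 fits that left out a library. Beyond the looser minimum under totals without the 3 identifiers, the cause was not tested.

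In edgeR's test of the MBNL1 RIP against the control RIP, 256 genes were higher and 87 lower, 74.6% of calls being higher, and 115 of the higher genes passed the rule. Library size alone gave 2437 higher and 46 lower (98.1% higher) with 877 passing the rule. DESeq2 gave 1007, 726 (58.1% higher) and 414, no filter gave 1160, 585 and 447, and the 4 libraries of the 2 groups alone gave 775, 384 and 348. All 10 libraries gave 363, 154 and 183. Totals without the 3 identifiers, chosen after seeing the data, gave 1844, 72 (96.2% higher) and 754. RLE normalization, also chosen later, gave 251 and 96. Of the 256 genes, 255 were also higher under DESeq2, 234 with all 10 libraries, and all 256 under library size alone, no filter and the replicate block. The median log2 fold change of all tested genes was 0.07 with TMM, 1.10 with library size and 0.79 with totals without the 3 identifiers. Counts of higher genes under library size therefore include this shift of the median gene.

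With the replicate number as a block, the MBNL1 RIP against control RIP gave 850 genes higher and 540 lower, with 388 passing the rule, and 4985 and 95 when library size was used with the block, a pair of choices run after seeing the data. The MBNL1 and TGFβ RIP against control RIP gave 1014 higher with the block, and the MBNL1 RIP against MBNL1 input gave 907 and 793. The pairing check, the correlation across genes of the deviations of same-numbered libraries, was 0.19 for the control RIP with the MBNL1 RIP, 0.21 for the control RIP with the MBNL1 and TGFβ RIP, 0.27 for the MBNL1 RIP with the MBNL1 and TGFβ RIP, and 0.33 for the MBNL1 RIP with the MBNL1 input. No correlation was negative, so crossed numbers were not tried.

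The MBNL1 and TGFβ RIP against control RIP gave 412 genes higher, 53.5% of calls. It gave 2021 with library size alone (97.4% higher), 1215 with DESeq2, 1486 with no filter, 124 with the 4 libraries of the 2 groups, 512 with all 10 libraries (568 lower, 47.4% higher) and 1521 with totals without the 3 identifiers (93.2% higher), chosen after seeing the data. Against the MBNL1 RIP it gave 0 higher and 0 lower (729 genes at an unadjusted p under 0.05), and also 0 and 0 with library size alone, the 4 libraries, all 10 libraries, the block and the totals without the 3 identifiers, chosen after seeing the data. DESeq2 gave 41 and 58 and no filter gave 214 and 142. The MBNL1 RIP against the MBNL1 input gave 68 higher and 70 lower (49.3% higher). It gave 8775 higher with library size alone (99.4% higher), 597 and 524 with DESeq2, 778 and 519 with no filter, 29 higher with all 10 libraries (37.2% higher), and 4944 higher with totals without the 3 identifiers (98.3% higher), chosen after seeing the data. The cause was not tested.

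The log2 fold changes of the 2 named identifiers kept their direction and an edgeR or DESeq2 adjusted p-value under 0.05 with library size alone, DESeq2, the block and all 10 libraries. Leaving out a library leaves a group with 1 library, so counts of calls were not run for those fits. Shares of the paper's listed spliced and polyadenylated genes that were bound, the share of its listed bound genes that passed the rule, and the genes it names were not run, because the identifiers are not paired with symbols. At 2 libraries per group, edgeR found 98% of simulated 8-fold changes, 54% of 4-fold changes and 4% of 2-fold changes, so smaller changes are mostly missed at this size. Of the library totals, between 83.4% and 90.4% lies on 3 identifiers, so the depth behind the other genes is between 23215826 and 42115059 counts.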

Differences from the paper's values

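The paper reports 2461 transcripts bound to MBNL1, and the rule applied to group means of the deposited RPKM gave 1104. Among the alternatives set before the data were examined, an RPKM minimum of 0.1 gave 3240, a fold minimum of 2 gave 2041 and leaving out replicate 3 of the control RIP gave 1714, each within 1.5 times of the paper's count. The pseudocounts, an RPKM minimum of 5, a fold minimum of 5, the geometric mean, the rule on every library, the rule on each pair, TMM library sizes and leaving out each other RIP library did not come within 1.5 times. Settings chosen after seeing the values that came within 1.5 times were totals without the 3 identifiers that hold most counts (1897, which also loosens the RPKM minimum), an RPKM minimum of 0.5 (1744) and that minimum with a fold minimum of 2 (3253). The rule on single libraries, also chosen after seeing the values, came within 1.5 times with 1744 genes for MBNL1 RIP replicate 1 over control RIP replicate 1 and 1716 for MBNL1 RIP replicate 3 over control RIP replicate 1. The paper's folds end at 600, and the rule on group means ended at 598. Leaving out replicate 3 of the control RIP gave a largest fold of 8454, and these single libraries gave 15218 and 1689. The other settings of the rule within 1.5 times kept 598, or 507 with totals without the 3 identifiers. edgeR with library size alone, a test and not the rule, called 2437 genes higher.

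The paper states that 3 of its upregulated genes were not bound, and 12 of 79 were not bound here. Among the alternatives set before the data were examined, a pseudocount of 1 RPKM gave 3 of 38 upregulated genes, an RPKM minimum of 5 gave 3 of 27 and the condition that each MBNL1 input library be 2-fold higher gave 4 of 33. These lists are shorter than the paper's 77, so the share of genes not bound is larger than the paper's in each. The others were not within 1.5 times, with 1 under a fold minimum of 3 in the input, 8 under a pseudocount of 0.1 RPKM, 7 without MBNL1 input replicate 1, and from 10 to 65 in the rest.

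In units of 1000000, the paper states 40 reads per library, and the deposited counts had a median of 259 per library. Without the 3 identifiers that hold most counts, a setting chosen after seeing the values, the median was 32.7 in the same units. No alternative set before the data were examined changes the totals.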

Other observations

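The tests of the 3 identifiers that hold most counts, of gene length in the genes without input counts and of the relation between input change and RIP enrichment were chosen after the pattern was seen, and so were the count of genes lower in the MBNL1 input and the count of identifiers high in a single library.

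Genes upregulated in the MBNL1 input were mostly enriched in the MBNL1 RIP as well (67 of 79). Over the 1713 genes above an RPKM of 1 in the MBNL1 input, the fold in the RIP rose with the fold in the input (Spearman's rho of 0.41 across genes, which are not independent replicates), and rho was 0.35 over the 1634 genes that were not upregulated. Of 47 genes lower in the MBNL1 input by the mirrored rule, 3 passed the rule for bound, or 6.38%. A candidate explanation is that more RNA in the lysate gives more RNA in the immunoprecipitate. After the RIP fold of each gene was divided by its input fold, 13 of the 67 genes remained 3-fold enriched. Those genes were chosen for a high input fold against 1 control library, which fixes part of this fall, so the test cannot separate this explanation from binding, a reading set after the value was seen. For all 1104 bound genes, 764 remained 3-fold enriched after the division (69.2%), between the outcomes set for and against this explanation. Of the 1037 bound genes that were not upregulated, 751 remained. The expression level of the upregulated genes does not account for their share, since 0% of 10000 random lists matched on mean input RPKM held 67 or more bound genes. Binding that raises transcript levels, which the paper discusses for transcript stability, would also relate input to RIP folds. A second control input library would be needed to go further.

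The median gene was higher in the MBNL1 RIP than in the control RIP on the RPKM scale, by 1.02 in log2 over 3985 genes. The 3 identifiers that hold most counts may set this through the library totals. Without them in the totals the median log2 fold was 0.71, nearer to its first value than to 0, so they account for part of the shift at most. TMM removes the shift by design and cannot say whether it is a wider capture of RNA with Flag-tagged MBNL1 or a difference in the background of the control RIP. The TMM factors were 0.50 and 0.76 in the control RIP and 1.31 and 1.30 in the MBNL1 RIP.

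The count of bound genes was weighed against depth and gene length. With every RIP library thinned to the smallest RIP total, 1097 genes passed the rule, against 1104. RPKM is already scaled by the total, so thinning leaves the folds nearly fixed, and it does not equalize the counts outside the 3 identifiers with most counts, so a difference in depth is not ruled out. This reading of the thinning test was set after its value was seen. Bound genes were longer, with a median of 2471 nt against 1951 nt for the other genes at an RPKM of 1, and the fold rose with length (Spearman's rho of 0.28 across genes). With a smooth trend on length taken out, 1148 genes passed, 995 of them among the 1104, and rho with length was -0.0152. The correction keeps the mean fold, so the count could hardly fall and the test does not rule out a part for length, a reading set after the value was seen. Their higher abundance in the input remains open, as given above, and GC content was not tested.

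Replicate 3 of the MBNL1 and TGFβ RIP had the smallest total, but not the fewest counts outside the 3 identifiers with most counts. There it held 30351046 counts, between 23383271 in control RIP replicate 1 and 42115059 in MBNL1 RIP replicate 3. The MBNL1 and TGFβ RIP replicate 3 had counts on 17319 genes, against 16236 or fewer in each other library. Of 3167 genes with no count in any input library, 1968 had a count in it, against 1085 or fewer in each other RIP library. It was also the only library with identifiers at least 20-fold above all the other libraries and with at least 1000 counts. There were 3, holding 11.2% of its counts outside the 3 identifiers with most counts. Reads spread along the genome may reach silent genes in proportion to length. Over the 3167 genes its counts did not rise with gene length (Spearman's rho of -0.0443 across genes), while rho was 0.22 in both MBNL1 RIP libraries, so this explanation was not borne out. RNA from other cells was not tested, since the identifiers carry no names, and it remains open. No biological explanation was tested, because replicate 1 of the same group did not show the pattern.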
